# Transcription factor Creb3l1 maintains proteostasis in neuroendocrine cells

**DOI:** 10.1016/j.molmet.2022.101542

**Published:** 2022-07-06

**Authors:** Mingkwan Greenwood, Benjamin T. Gillard, Rizwan Farrukh, Alex Paterson, Ferdinand Althammer, Valery Grinevich, David Murphy, Michael P. Greenwood

**Keywords:** Unfolded protein response, Endoplasmic reticulum stress, Ribosome, Neuropeptide, Hypothalamus, PERK, WD, water deprivation, MCN, magnocellular neurone

## Abstract

**Objectives:**

Dynamic changes to neuropeptide hormone synthesis and secretion by hypothalamic neuroendocrine cells is essential to ensure metabolic homeostasis. The specialised molecular mechanisms that allow neuroendocrine cells to synthesise and secrete vast quantities of neuropeptides remain ill defined. The objective of this study was to identify novel genes and pathways controlled by transcription factor and endoplasmic reticulum stress sensor Creb3l1 which is robustly activated in hypothalamic magnocellular neurones in response to increased demand for protein synthesis.

**Methods:**

We adopted a multiomic strategy to investigate specific roles of Creb3l1 in rat magnocellular neurones. We first performed chromatin immunoprecipitation followed by genome sequencing (ChIP-seq) to identify Creb3l1 genomic targets and then integrated this data with RNA sequencing data from physiologically stimulated and Creb3l1 knockdown magnocellular neurones.

**Results:**

The data converged on Creb3l1 targets that code for ribosomal proteins and endoplasmic reticulum proteins crucial for the maintenance of cellular proteostasis. We validated genes that compose the PERK arm of the unfolded protein response pathway including *Eif2ak3*, *Eif2s1*, *Atf4* and *Ddit3* as direct Creb3l1 targets. Importantly, knockdown of Creb3l1 in the hypothalamus led to a dramatic depletion in neuropeptide synthesis and secretion. The physiological outcomes from studies of paraventricular and supraoptic nuclei Creb3l1 knockdown animals were changes to food and water consumption.

**Conclusion:**

Collectively, our data identify Creb3l1 as a comprehensive controller of the PERK signalling pathway in magnocellular neurones in response to physiological stimulation. The broad regulation of neuropeptide synthesis and secretion by Creb3l1 presents a new therapeutic strategy for metabolic diseases.

## Highlights

• A multiomic investigation of transcription factor Creb3l1 in the hypothalamus.
• Creb3l1 targets ER and ribosomal genes to preserve cellular proteostasis.
• Identification of Creb3l1 as a major controller of the PERK arm of the UPR pathway.
• Knockdown of Creb3l1 in the PVN and SON inhibits hormone synthesis and secretion.
• Hypothalamic Creb3l1 expression regulates food and water intake.

## 1 Introduction

Specialised cells exist in tissues throughout the body that possess the unique capacity to synthesise and secrete vast quantities of protein to match physiological demands. This places enormous pressure on the secretory pathway in these cells. The endoplasmic reticulum (ER) is the gateway to this pathway and is crucially responsible for the folding of proteins [1]. To monitor protein folding capacity as a result of changing secretory requirements, cells utilise intracellular signalling pathways to ensure that protein folding capacity remains in balance with protein folding demand. When this threshold is exceeded, the accumulation of misfolded protein triggers cellular stress responses that sets into motion a signalling pathway known as the unfolded protein response (UPR) to protect cells and restores proteostasis [2].

The UPR signalling network helps to recover ER function through the activation of chaperone proteins such as immunoglobulin heavy chain binding protein (BIP) to facilitate folding and assembly of nascent polypeptides, inhibit general protein translation to reduce workload in the ER, and increase degradation of misfolded proteins through a process called ER-associated degradation (ERAD) [3]. The ER stress response and UPR is driven by at least three major ER stress sensors: protein kinase RNA-like ER kinase (PERK), inositol-requiring protein 1α (IRE1α), and activating transcription factor (TF) 6 (ATF6) [1]. The PERK phosphorylates eukaryotic initiation factor eIF2α disrupting the assembly of the ribosome, thus directly regulating translation initiation to reduce general protein synthesis. This results in a shift in translation to favour eIF2α downstream effectors activating TF 4 (ATF4) and C/EBP-homologous protein (CHOP) to adapt to ER stress [4]. Activation of IRE1α results in the splicing of the X box binding protein 1u (*Xbp1u*) RNA to generate the *Xbp1s* transcript encoding the XBP1 TF that is responsible for promoting the expression genes involved in protein folding and ERAD [5]. Activation of ATF6, a basic leucine zipper (bZIP) TF, controls the transcription of genes involved in ERAD and BIP and XBP1 [6].

Despite the robustness of the UPR pathway, cells often work near their limits of secretory capacity in physiological situations. Disturbances in the UPR have been implicated in several diseases including metabolic disease, neurodegenerative diseases, and cancer [7]. The sustained activation of the UPR is linked to apoptosis in many cells types, but cancer cells are known to exploit this pathway to promote proliferation and metastasis [8]. In neurones, constitutive activity of the UPR is required, which leads to increased sensitivity of the brain to abnormalities in UPR function [9]. The duration of activation can lead to unsustainable demands on the protein-folding machinery, causing chronic ER stress. The accumulation of misfolded and aggregated proteins is reflected in studies of neurodegenerative diseases like Parkinson's disease (PD) and Alzheimer's disease (AD) where the UPR is not sufficient to recover cellular proteolysis and becomes a threat to cell survival [10]. Therefore, investigation the UPR pathway in specialised secretory cells that can handle large protein loads may offer insight into treatments for these diseases.

To understand how neuronal cells cope with dynamically changing protein loads we have studied specialised neuroendocrine cells in the hypothalamus. The magnocellular neurosecretory cells (MCNs) in the paraventricular nucleus (PVN) and supraoptic nucleus (SON) of the hypothalamus are exemplars of neuroendocrine cells in the brain synthesising vast quantities of neuropeptides for release centrally from dendrites and collateral fibres and peripherally via nerve terminals in the neurohypophysis [11]. These specialised neuronal cells are constantly being challenged by altered physiological demands and in some cases pathological perturbations. When demand increases, for example during water deprivation (WD) [12], a plethora of ultrastructural changes ensue including increased MCN cell size, expanded organelles, and an increase in the number of nucleoli, all to support demands for protein synthesis [13,14]. These changes have also been observed in ageing rodents and humans [14]. Interestingly, MCNs appear resistant to many forms of neurodegenerative pathology compared to other hypothalamic and brain regions suggesting that MCNs possess specialised UPR regulatory mechanisms [15]. Knowledge of these mechanisms may provide insight into alleviating disruptions to UPR function in neurodegenerative diseases.

When stimulated, we have shown that MCNs exhibit “physiological ER stress” which leads to increased expression of ER stress sensors [16]. We were the first to describe expression of ER stress sensor cAMP responsive element-binding protein 3 like 1 (Creb3l1) in MCNs of the hypothalamus [17]. We have gone on to characterise its mechanism of activation and functions in MCNs in the regulation of vasopressin (AVP) and oxytocin (OXT) synthesis in response to increased physiological demand [[16], [17], [18], [19], [20], [21]]. Creb3l1 is a TF of the CREB/ATF family that, like ATF6, is activated by regulated intramembrane proteolysis (RIP) [22]. The expression of Creb3l1 has become synonymous with specialised secretory cell-types throughout the body, particularly cells with high demand for protein synthesis and secretion [17,[23], [24], [25]]. The first evidence to support Creb3l1 in cell secretion was from Creb3l1 knockout mice that exhibit severe osteopenia due to reduced synthesis and secretion of bone matrix proteins [26]. Like other ER stress sensors, Creb3l1 has been shown to control the transcription of essential UPR components BIP [27] and XBP1 [16]. In the SON, we identified genes *Ddit3* that codes for the CHOP protein and *Xbp1* as transcriptional targets for Creb3l1 [16].

To determine the entirety of the Creb3l1 regulome in MCNs in response to physiological stress, we used chromatin immunoprecipitation followed by genome sequencing (ChIP-seq) to map global DNA binding sites. Our approach has been to integrate ChIP-seq data with RNA-seq transcriptome datasets from physiological stimulation and viral manipulation of Creb3l1 expression. This has provided an integrated signalling-gene regulation network for this TF illuminating changes to cell pathways and function, an approach that has led us to understand the physiological changes that occur in MCNs to cope with excessive protein demands.

## 2 Materials and methods

### 2.1 Animals

All experiments were performed under UK Home Office licence PP9294977 held under, and in strict accordance with, the provisions of the UK Animals (Scientific Procedures) Act (1986); they had also been approved by the University of Bristol Animal Welfare and Ethical Review Board. Animal sample sizes were calculated by making an estimate of variability from previous experiments that we have performed with two groups, using similar approaches, under similar conditions, in rats. These data provide an estimate of the expected standard deviation of the primary outcome and then power calculations were used to calculate the sample size for the experimental group [28]. In some cases, the same animal was able to serve as its own control with control virus injected into one SON and experimental virus into the other (referred to as SONs per group). All studies were performed with time-matched experimental controls run in parallel and sampled on the same day. For animal studies with two groups, randomisation was performed by the flip of a coin to determine which group the animal was assigned. Viral injections for each animal study were completed in 1–2 days. In our previous studies injections were missed in approximately 10% of animals so numbers were accordingly increased.

Male Sprague Dawley rats weighing 250–274 g were purchased from commercial supplier Envigo (RRID: 70508). Rats were housed under a 12:12 light/dark cycle at a temperature of 21–22 °C and a relative humidity of 40–50% with food and water *ad libitum* unless stated. Through the University of Bristol Animal Management Information System, animals are randomly assigned to cages by Animal Services Unit staff. The number of cages, and the number of animals per cage, is pre-set by the investigator on AMIS, but the allocation is independently performed. Rats were housed in groups of 3–4 for a 1–2-week period of acclimation before experimentation. After surgical procedures animals were singly housed for at least 7 days. If food and water intake measures were not required from viral injected animals, they were returned to their original groups 7 days post-surgery. Cages contained sawdust, bedding material, cardboard tubes, and wooden chews for enrichment. In some experimental series rats were placed in metabolic cages (Techniplast) to allow for precise daily measures of food and water intake alongside urine output. Plastic chew toys (discs) were suspended from the cage lid and actively gnawed providing enrichment to their environment. Animals were first acclimatised to metabolic cages for 2 days. Measures of food, water, and urine were performed by weight at the start of the light phase. For WD studies, drinking water was removed at the middle of the light phase.

### 2.2 Plasma and hormone measures

Rats were humanely killed by striking the cranium and then immediately decapitated with a small animal guillotine (Harvard Apparatus). Trunk blood was collected in ethylenediamine tetraacetic acid (EDTA)-coated tubes (1 mg/ml of blood) and centrifuged at 1,600×*g* for 20 min at 4 °C. Plasma for hormone measures was collected in 1 ml aliquots and snap frozen in liquid nitrogen before storage at −80 °C. Brains were rapidly removed and covered with powdered dry ice. Pituitaries were placed in 1.5 ml tubes containing 0.5 ml of 0.1 M HCl and stored at −80 °C. Plasma and urine osmolality measures were performed by freezing point depression using a Roebling micro-osmometer (Camlab). Plasma hormone measures: Plasma concentrations of copeptin and OXT were determined in extracted samples by ELISA (Copeptin, Develop, DL-CPP-Ra; OXT, Enzo Life Sciences, ADI-901-153 A, RRID:AB_2,815,012). The extraction method was reverse phase C18 columns (Phenomenex) as described by Enzo Life Sciences and samples were dried under a gentle flow of nitrogen gas. Samples were reconstituted by vortexing in assay buffer and assayed immediately in duplicate in accordance with manufacturer's protocols. Pituitary hormone measures were performed as described previously [12] using AVP^8^-Vasopressin ELISA (Enzo Life Sciences, ADI-900-017 A) and OXT-Oxytocin ELISA kits (Enzo Life Sciences, ADI-901-153 A, RRID:AB_2,815,012).

### 2.3 Cells and treatments

Mouse pituitary cell line AtT20/D16v-F2 (Sigma–Aldrich, 94050406, RRID: CVCL_4109), Human Embryonic Kidney cells HEK293T/17 (ATTC, CRL-11268, RRID: CVCL_1926), Neuro 2a cells N2a (ATTC, CCL-131, RRID: CVCL_0470), breast cancer cell line MCF7 (a kind gift from Dr. Stephen Lolait, University of Bristol), and hypothalamic 4 B cells (a kind gift from Dr. John Kasckow [29]) were cultured in DMEM (Sigma, D6546) supplemented with 10% (v/v) heat-inactivated foetal bovine serum (Sigma–Aldrich; F9665), 2 mM l-glutamine (Gibco, 25030) and 100 unit/ml of penicillin-streptomycin (Gibco, 15140). Cells were incubated at 37 °C in a humidified incubator with 5% (v/v) CO_2_. Cells were seeded onto tissue culture plates to 60%–70% confluence for experiments.

### 2.4 Chromatin immunoprecipitation sequencing

We performed ChIP using SimpleChIP Plus Enzymatic Chromatin IP Kit (Cell Signaling Technology, 38191). WD rats (n = 9) were killed by striking of the cranium and brains were rapidly removed and placed into a rodent brain matrix (ASI Instruments, RBM-4000C) chilled on ice. A 2 mm coronal brain slice excised between two razor blades and placed onto a 10 cm upturned petri dish chilled on ice. A 2 mm in diameter sample corer (Fine Science Tools, 18035–02) was used to collect pairs of SONs and a single punch to collect the PVN using the third ventricle and fornix as anatomical references. Tissue samples were expelled from the sample corer into 1.5 ml Biomasher tubes (Takara Bio, Cat No. 9791 A) containing 200 μl of ice-cold phosphate buffered saline (PBS) and 1 x protease inhibitor cocktail (PBS+). Samples were disrupted for 15 s with a Biomasher homogeniser, and the volume was increased to 500 μl with PBS+. To crosslink proteins to the DNA, 22.5 μl of 37% formaldehyde (Sigma–Aldrich, F8775) was added to each sample followed by end over end mixing (Tube Rotor, VWR, 444–0502) for 20 min at room temperature (RT). Crosslinking was stopped by adding 50 μl of 10x glycine solution followed by end over end mixing for 5 min at RT. Tissue samples were pelleted by centrifugation at 500×*g* for 5 min at RT. The supernatant was removed, and pellets washed with 500 μl of PBS+. This step was repeated, and pellets were frozen on dry ice and stored at −80 °C. Pellets were thawed on ice and 100 μl of ice-cold PBS+ was added to each pellet. Sample disaggregation was performed by 20 strokes with a Biomasher homogeniser and samples from 9 animals were pooled. Samples were centrifuged at 2000×*g* at 4 °C using a swing out rotor. The pellet was resuspended in 5 ml of buffer A containing dithiothreitol (DTT) and protease inhibitors and incubated on ice for 10 min, inverting every 3 min. Nuclei were pelleted by centrifugation at 2000×*g* for 5 min at 4 °C. After removal of supernatant the pellet was resuspended in 5 ml of buffer B containing DTT and centrifuged at 2000×*g* for 5 min at 4 °C. The supernatant was removed, and pellet was resuspended in 500 μl of buffer B. To this sample 3.75 μl of Micrococcal Nuclease (Cell Signaling Technology, 10011) was added and incubated at 37 °C for 20 min in a water bath to digest the DNA, mixing by inversion every 3 min. The digestion was stopped by the addition of 50 μl of 0.5 M EDTA and cooling on ice for 2 min. Nuclei were pelleted by centrifugation at 16,000×*g* for 1 min at 4 °C and the pellet was resuspended in 500 μl of 1x ChIP buffer containing protease inhibitors and incubated on ice for 10 min. The lysate was sonicated for 3 sets of 20 s pulses using a MSE Soniprep 150 with 30 s incubation on ice between each pulse. The lysates were clarified by centrifugation at 10,000×*g* for 10 min at 4 °C. We started ChIP using 7.3 μg of digested crosslinked chromatin and followed the manufacturers protocol. We used 2 μg of previously validated (ENCODE project ENCSR109YGM) Creb3l1 ChIP antibody (Sigma–Aldrich, HPA024069, RRID: AB_1854750) for immunoprecipitation (IP) and incubated with the chromatin overnight at 4 °C with end over end mixing. A 10 μl aliquot of diluted chromatin (input) was stored at −20 °C. The following day ChIP-Grade protein G magnetic beads were added to IP samples and incubated for 2 h at 4 °C with end over end mixing. The beads were captured by magnetic separation and washed with low and high salt washes. The chromatin was eluted from the antibody/magnetic beads at 65 °C and a speed of 1200 rpm using a HM100-Pro Digital Thermo Mixer. The cross-links for the input sample and IP sample were reversed by adding 5 M NaCl and RNase A for 30 min at 37 °C followed by the addition of proteinase K and incubation at 65 °C for 2 h. DNA was purified using Zymo Research ChIP DNA Clean and Concentrator kit (D5205) and eluted in 12 μl. The total amount of DNA recovered as quantified by a Qubit 4 Fluorometer was 1.56 ng of ChIP DNA.

We used the ChIP-seq service provided by Zymo Research for genome-wide mapping of protein to DNA interactions and bioinformatic analysis. The sheared DNA ranged from 100 to 700 bp as determined by Agilent TapeStation 2200. The ChIP DNA libraries were prepared from 1 ng of ChIP DNA and 1 ng of Input DNA using a proprietary library protocol from Zymo Research. Chip-seq libraries were quantified by Qubit and diluted to 2 nM before being multiplexed and run on the Next-Generation Sequencing platform Hiseq. The input Chip-seq sample received more than 56.1 million reads and the ChIP DNA sample 57.8 million reads with >94% mapping ratio to rat genome rn6. The peak call was performed with MACS version 2.1.0.20150731 by Zymo Research. ChIP-seq traces were visualised in Integrative Genomics Viewer (IGV) 2.11.0 [30].

### 2.5 De novo Creb3l1 motif discovery

We used motif-based sequence analysis tools in MEME suite version 5.4.1 for *de novo* motif discovery and investigation. We performed discriminative motif discovery of ungapped motifs using Sensitive, Through, Rapid, Enriched Motif Elicitation, STREME [31]. STREME identified enriched motif sequences relative to a control set of shuffled input sequences generated by STREME. We used the motif comparison tool Tomtom to search the motif database “vertebrates (in vivo and in silico)” to identify best matches to known motifs [32]. We used Find Individual Motif Occurrences tool FIMO to scan sequences sets of sequences to determine which sequences had matches to identified motifs [33].

### 2.6 Luciferase assay

De novo discovered multiple repeats of Creb3l1 binding motifs were synthesised by Sigma–Aldrich as two long complementary oligonucleotides (Supplemental Table 1) with the insertion of restriction site overhangs for annealing and cloning into compatible sites of minimal promoter plasmid pGL4.23 (Promega, E8411). Promoter fragments were amplified from rat genomic DNA and cloned into luciferase reporter construct pGL4.10 (Promega, E6651). Primers details are found in Supplemental Table 1. Luciferase assays were performed as described previously using Dual Luciferase Reporter Assay System (Promega, E1910) [21]. To transfect DNA into cells Lipofectamine LTX (Thermo Fisher Scientific, 15338100) was used on cells seeded in 24-well plates. Plasmid constructs pGL4 promoter/motifs (0.05 μg/well), constitutively active Creb3l1 (Creb3l1CA) or empty pcDNA3.1 (0.45 μg/well), and control renilla reporter pRL-CMV (1 ng/well, Promega, E2261). Samples were collected 48 h post transfection.

### 2.7 Virus production and validation

Creb3l1 and non-targeting short hairpin RNAs (shRNAs) were cloned into pGFP-A-shAAV (OriGene, TR30034) as previously described [20]. We generated adeno-associated viruses (AAVs) expressing GFP and Creb3l1CA directed by a 2 kb fragment of the rat *Avp* promoter. AAV particles (AAV1/2) were produced using a helper free packaging system (Cell Biolabs, VPK-402 and VPK-421) to titres of 6 × 10^12^ (AAV1/2-shRNA constructs) and 1 × 10^12^ (AAV1/2-AVPp-GFP and AAV1/2-AVPp-Creb3l1CA) genome copies per ml as described previously [20]. AAV1/2-OXTp-Venus and AAV1/2-AVPp-tdtomato were produced by Dr. Valery Grinevich's lab at the University of Heidelberg, Germany.

### 2.8 Stereotaxic injections of virus into the SON and PVN

For stereotaxic injections, rats were anaesthetised by intramuscular administration of a medetomidine (0.25 mg/kg, Domitor, Vetoquinol) and ketamine (50 mg/kg, Narketan, Vetoquinol) mix and placed in a stereotaxic frame in the flat skull position. Stereotaxic injections were performed as described previously [17]. After surgery, the incision was closed and atipamezole (0.15 mg/kg, Antisedan, Zoetis) was administered intramuscularly and post-surgery analgesia with buprenorphine (0.05 mg/kg, Buprevet, Virbac) subcutaneously. The success of viral injections was verified at the end of each study by visualisation of the fluorescent reporter and/or qRT-PCR.

### 2.9 Isolation of RNA from the SON and PVN

The processing of brains for punching was randomised by using the balls in a bag principle to prevent processing bias. A 1 mm punch (Fine Scientific Tools, 18035–01) was used to collect SON and PVN samples from 100 μm coronal slices sectioned in a cryostat set at −20 °C as previously reported [17]. Total RNA was extracted using a Directzol RNA MiniPrep extraction kit (Zymo Research).

### 2.10 RNA sequencing

Animals received an injection of control virus in one SON and Creb3l1 knockdown virus in the other (n = 5 animals). An alphanumeric system was applied for the labelling of RNA samples. This allowed for the blind-analysis of the samples sent to the internal facility and the subsequent data analysis. Samples (n = 5 SONs for each group) for RNA-seq went through rigorous quality control checks to assess purity and integrity (Agilent BioAnalyzer RNA TapeStation). The average RIN value was 8.5 (range 8.0–9.0) (Supplemental Table 2). Poly(A) enriched bulk RNA-sequencing libraries were constructed using Illumina TruSeq Stranded mRNA kits (Bristol Genomics Facility, University of Bristol). The libraries were assessed for their quality using a Qubit dsDNA High Sensitivity DNA Kit (Thermo Fisher Scientific) and Agilent 2100 Bioanalyzer (Agilent Technologies, Agilent High Sensitivity DNA Kit). Libraries were loaded onto lanes of an Illumina NextSeq flowcell and sequenced using 75 bp paired end (PE) runs (Bristol Genomics Facility, University of Bristol). Each sample generated >30 million PE reads. RNA-seq alignment and subsequent data analysis were all performed in house using our high-performance computer (Dell PowerEdgeR820 12 core equipped with 512 GB RAM and 12x1TB HDD). RNA-seq reads were processed using RTA and CASAVA from Illumina's suite of sequencing software. This produced a series of compressed FASTQ files per library. All raw reads were merged per library, and pre-processed for quality assessment, adaptor removal, quality trimming and size selection using the FastQC toolkit to generate quality plots for all read libraries [34]. We adopted a phred30 quality cutoff (99.9% base call accuracy). The pipeline accepts RNA-seq post-trimmed data as input, before ultimately producing output tables of differentially expressed transcripts. Paired end (2 × 75 bp) raw input data is initially aligned with STAR to the sixth iteration of the *Rattus norvegicus* reference genome (Rn6) [35]. FeatureCounts is used to generate read counts for each gene present in the Rn6 genome annotation [36]. Our pipeline then uses the DEseq2 (v1.28.1) package in R to call differentially expressed genes [37]. This allows us to predict differentially expressed genes with high confidence, and to utilise the predictions with low p-values in our downstream validation. Benjamini-Hochberg correction was used for multiple comparison. The analysis was sufficiently powered (n = 5) to reduce the false discovery rate, and to enable systems level analysis [38]. Differentially expressed genes with p adjusted values of <0.05 are considered significant.

Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analyses were performed in ShinyGO v.66 [39]. GO and KEGG analysis for ChIP-seq target genes were performed by comparing with a background of all protein-coding genes in the rat genome. All expressed genes by RNA-seq were filtered for baseMean >10 and used as the background list. Overlap analyses of differentially expressed genes and ChIP-seq targets were performed using VENNY 2.1.0 [40]. Regularised log transformation was applied for principal component analysis. Heatmaps were generated from z score normalised gene expression data in GraphPad Prism version 9.

### 2.11 Real-time quantitative reverse transcription PCR

Total RNA concentrations were determined using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific). cDNA synthesis and qRT-PCRs were carried as described previously [20]. For relative quantification of gene expression, the 2^−ΔΔCT^ method was employed [41]. The internal control gene used for these analyses was the housekeeping gene *Rpl19* [16,17,19]. The qRT-PCR primer sequences can be found in Supplemental Table 1.

### 2.12 Immunofluorescence

Perfusion fixation of tissue and slicing of brains was performed as described previously [17]. Slices were washed three times for 5 min each in PBS. Immunofluorescent staining was performed as described previously [20]. Details of the antibodies used in this study can be found in Supplemental Table 3. Images were captured using a Leica DMI6000 inverted epifluorescence microscope with Photometrics Prime 95 B sCMOS camera and Leica LAS-X acquisition software.

### 2.13 Statistical analysis

Image brightness and contrast adjustments were made to the whole image in Leica LAS X software. Statistical analyses and plotting of data were performed in GraphPad Prism version 9. Statistical differences between two experimental groups were evaluated using independent-sample unpaired t tests with Welch's correction. One-way ANOVA with Tukey's *post hoc* tests were used to determine the difference between more than two samples in in vitro cell studies with only a single influencing factor. Two-way ANOVA with a Holm-Šídák method *post hoc* test was used to compare control and experimental values at each timepoint in physiological studies with Creb3l1 knockdown under basal conditions. This Holm-Šídák method does not compute confidence intervals but offers greater statistical power to ensure that effects were not being missed. Two-way ANOVA with Fisher's LSD *post hoc* test was used for planned comparisons at day 1, 2, and 3 of WD where it was not sensible to have formal corrections for multiple comparisons in WD-induced protocol. Statistical analysis of qRT-PCR data was performed using the delta Ct values. A Grubbs' test was performed in GraphPad to identify any significant outliers with an Alpha = 0.05. Viral injection misses confirmed by qRT-PCR or through the visualisation of the GFP reporter expression were not included in analyses. The data are presented as the mean ± SEM where p ≤ 0.05 was considered statistically significant.

### 2.14 Data availability

We mined data from Creb3l1 ENCODE project ENCSR109YGM which was performed in human K562 cells by Dr Michael Snyder, Stamford (www.encodeproject.org/experiments/ENCSR109YGM/). We downloaded datasets from the ENCODE portal [42] using the following identifiers: ENCFF116CGU and ENCFF701TVD to visualise significant peaks in IGV 2.11.0. RNA-seq data from WD rat SON used for comparisons is available at the NCBI Gene Expression Omnibus GSE175461 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175461). The datasets for ChIP-seq and RNA-seq have been banked in NCBI's Gene Expression Omnibus under SuperSeries GSE200402 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200402). All novel materials and raw data are available to the community upon request to the corresponding author.

## 3 Results

### 3.1 ChIP-seq identification of the Creb3l1 target transcriptome

We performed ChIP-seq to identify genome-wide binding sites for Creb3l1 in MCN enriched hypothalamus samples of WD rats. The analysis of ChIP-seq data identified 2063 significantly enriched peaks in the proximity of 1441 genes, with most peaks found to be in the promoter region (Figure 1A, Supplemental Table 4). The significant peaks were found to be enriched by 3-15-fold (Figure 1B). This included significant peaks in promoter regions of genes *Hspa5* which encodes the BIP protein and *Xbp1* (Figure 1C). To identify gene categories and pathways that might be regulated by Creb3l1 in MCNs, we performed pathway analysis using GO and KEGG (Figure 1D, Supplemental Table 5). We identified enriched terms in GO: Biological Process with metabolic processes involving nucleic acids comprising the most significantly enriched GO terms. We identified enriched terms in GO: Cellular Component with lumen, a membrane defined space within an organelle, such as ER, being a frequent term for the most significant GO terms. We identified enriched terms in GO: Molecular Function with the most significant terms representing nucleotide binding. The KEGG centred on neurodegenerative diseases and pathways that control core cellular processes. The data shows that Creb3l1 targets >20% of genes that compose the top 4 enriched KEGG pathways (Figure 1E). We show the top ten genes in each of these KEGG pathways by ChIP-seq fold-enrichment (Figure 1F). We next mined Creb3l1 ChIP-seq data from K562 cells in the ENCODE database. We found a considerable overlap of genome binding sites of Creb3l1 targets across both ChIP-seq datasets (Figure 1G).

**Figure 1:**
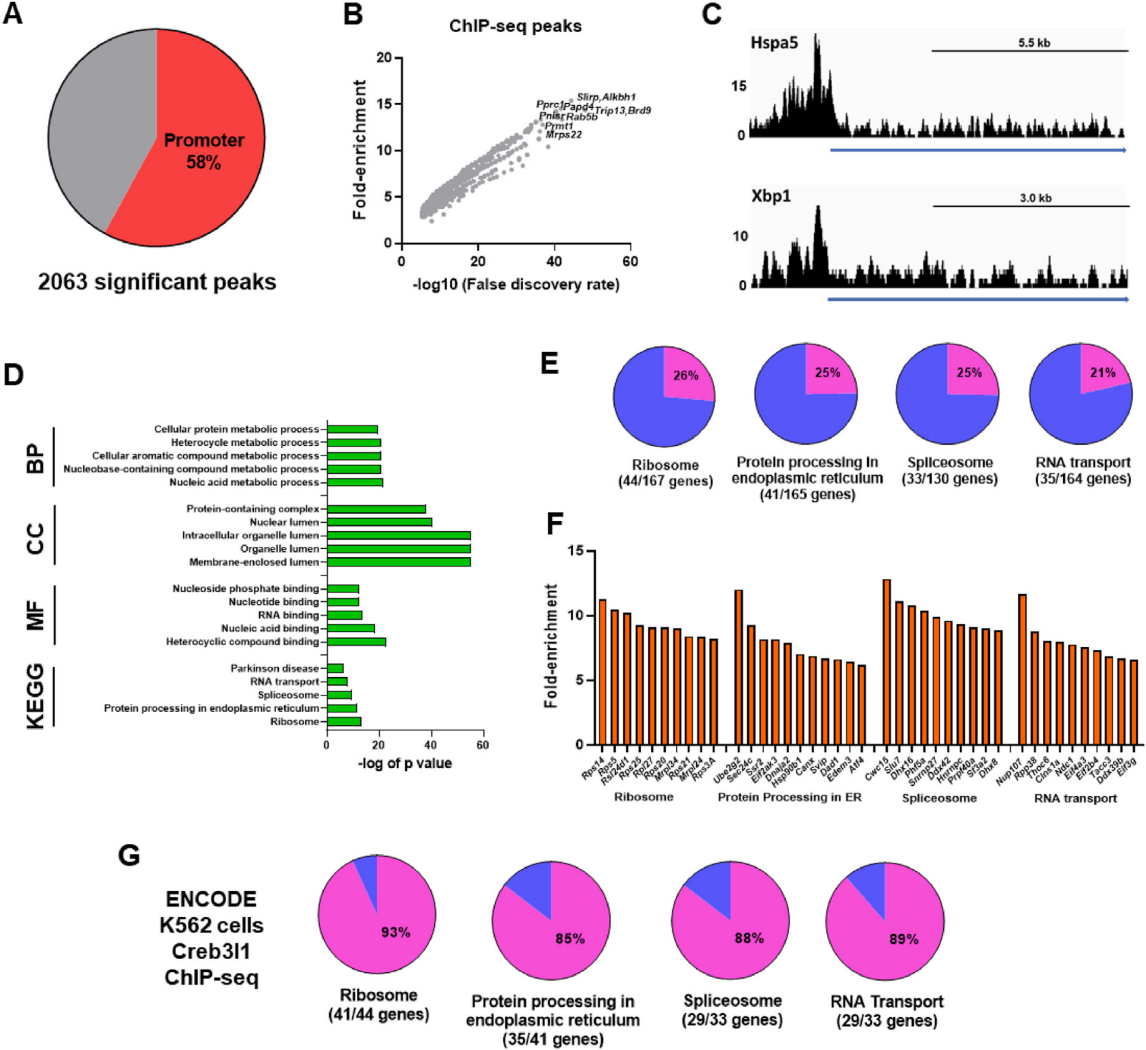
**ChIP-seq identification of the Creb3l1 target transcriptome in MCNs. A**, pie chart showing the percentage of peaks located in the promoter region. **B**, XY plot of the fold enrichment and false discovery for significant ChIP-seq peaks. **C**, ChIP-seq traces showing characteristic peaks for Creb3l1 close to the transcription start sites of *Hspa5* and *Xbp1*. The peak height is indicated, and the blue line indicates the gene. **D**, ChIP-seq GO analysis showing the top 5 most enriched terms for biological process (BP), cellular component (CC), molecular function (MF) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways. **E**, pie charts showing the percentage of Creb3l1 target genes for the top 4 enriched KEGG pathways. **F**, bar chart of the top 10 Creb3l1 target genes by fold-enrichment in the top 4 KEGG pathways. **G**, pie charts showing the percentage of overlapping genes between MCNs and K562 cell Creb3l1 ChIP-seq datasets.

### 3.2 De novo motif discovery of Creb3l1 DNA binding sites

We used the STREME motif discovery algorithm integrated in the MEME suite to identify ungapped enriched motifs in both MCN enriched and K562 cell ChIP-seq datasets. We report here the top three motifs calculated by STREME (Figure 2A). Two pairs of matching motifs were identified in the top 3 ranked motifs in MCN enriched and K562 datasets, and both represent novel sites for potential interaction by Creb3l1. The three most significant motifs were present in 29–34% of DNA peaks for the MCN enriched and 21–67% of DNA peaks for K562 cells. We performed motif comparisons using the Tomtom motif comparison tool (Figure 2B). There were no matches for ACTACATTCCCAR, whilst CCCCGCCCCC best matched that of a Sp1 TF binding sequence, ACCCGGAAGTGGA a Elf4 TF binding sequence, and GYCACGTGRC a Creb3l1 binding sequence.

**Figure 2:**
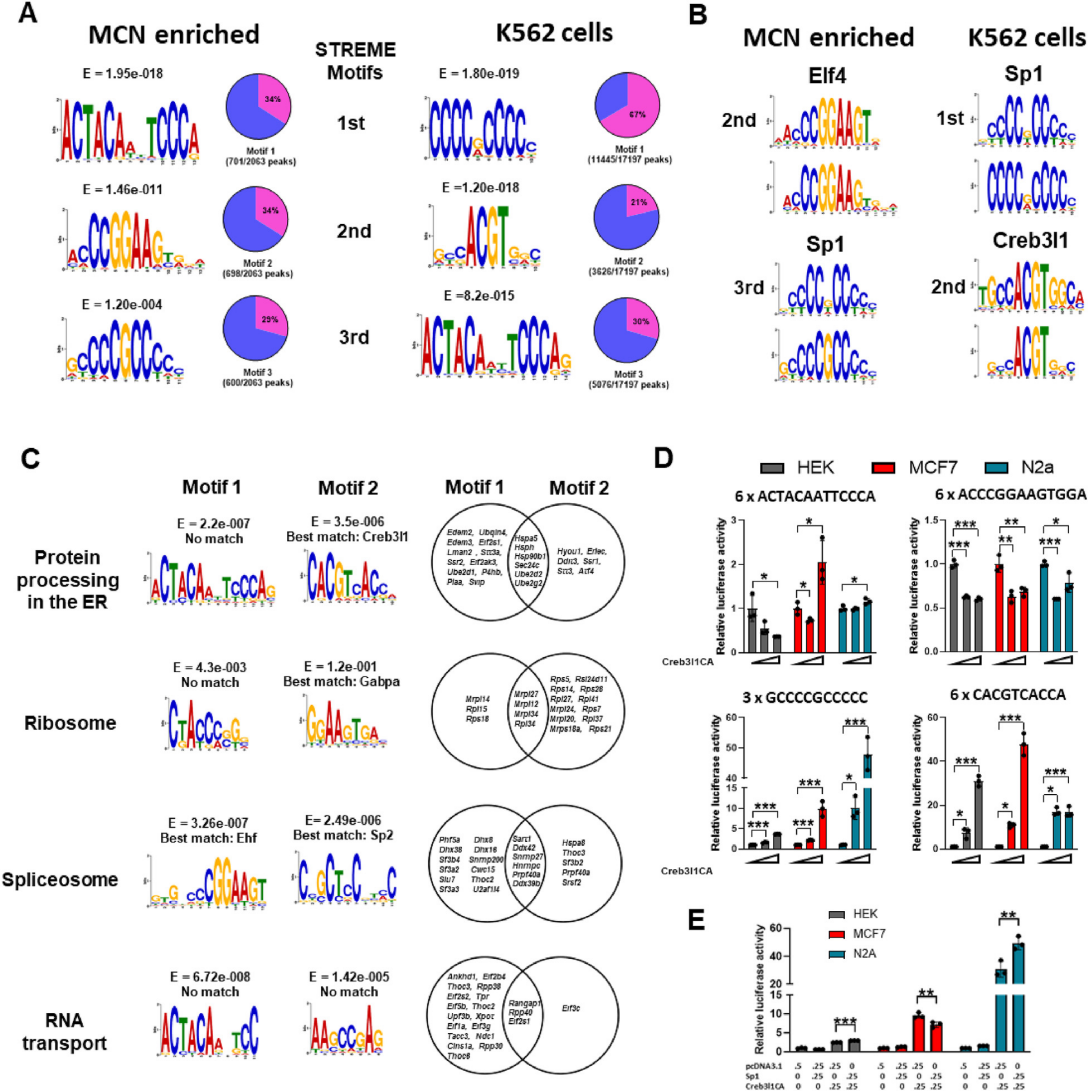
**De novo motif discovery of Creb3l1 DNA binding sites. A**, *de novo* motif analysis of Creb3l1 bound sites in MCNs and human K562 cells ChIP-seq datasets identified by STREME. The three most significant motifs by E value are shown. Pie charts show the percentage of significant peaks containing each discovered motif. **B**, motif comparisons were performed using Tomtom comparison tool. **C**, *de novo* motif discovery by STREME on peak sequences of genes in KEGG pathways Protein Processing in ER, Ribosome, Spliceosome, and RNA Transport. E values and Tomtom derived gene matches are indicated for each motif where present. Creb3l1 ChIP-seq target genes for each motif are shown in Venn diagrams. **D**, luciferase reporter vectors were constructed containing repeats of 4 discovered motifs. Assays were performed in HEK293T, MCF7 and N2a cells in the presence of low (0.05 μg) or high (0.45 μg) transfection concentrations of Creb3l1CA. **E**, luciferase assays for overexpression of Sp1 and Creb3l1CA with repeat plasmid GCCCCGCCCCC in HEK293T, MCF7 and N2a cells. Luciferase expression was normalised to the expression of the renilla luciferase control reporter vector and to luciferase expression in untreated cells for each cell-line. Values are means + SEM of n = 3 per group. ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001.

We proposed that promiscuity of Creb3l1 binding, a feature of many TFs, could underlie distinct pathways or cellular processes being regulated. Therefore, we performed *de novo* motif discovery by STREME, but this time limited to peak sequences in KEGG pathways Protein Processing in ER, Ribosome, Spliceosome, and RNA Transport (Figure 2C). These data suggest that Creb3l1 DNA binding sequences may confer specificity to target pathways. Notably, the presence of a canonical Creb3l1 DNA binding motif in the pathway Protein Processing in ER is consistent with reports of Creb3l1 involvement in ER homeostasis [22,43]. We show Creb3l1 targets genes that possess each motif in overlapping Venn diagrams (Figure 2C).

We created luciferase reporter activity assays to investigate Creb3l1 actions on 4 identified motifs (Figure 2D). The overexpression of Creb3l1CA with repeat ACTACAATTCCCA significantly (one-way ANOVA) altered promoter activity in HEK293T (F_2,6_ = 8.96, p = 0.016), MCF7 (F_2,6_ = 16.30, p = 0.0038) and N2a (F_2,6_ = 9.44, p = 0.014) cells. Creb3l1CA decreased ACTACAATTCCCA promoter activity at high concentrations in HEK293T cells, decreased at low and increased at high concentrations in MCF7 cells, and increased activity at high concentrations in N2a cells.

The overexpression of Creb3l1CA with repeat ACCCGGAAGTGGA significantly (one-way ANOVA) altered promoter activity in HEK293T (F_2,6_ = 182, p < 0.0001), MCF7 (F_2,6_ = 22.66, p = 0.0016), and N2a (F_2,6_ = 28.94, p = 0.0008) cells. The overexpression of Creb3l1CA decreased ACCCGGAAGTGGA promoter activity at low and high concentrations in HEK293T, MCF7, and N2a cells. This suggests that DNA sequence ACCCGGAAGTGGA serves as a Creb3l1 repressor element in gene promoters. The overexpression of Creb3l1CA with GCCCCGCCCCC and CACGTCACCA significantly (one-way ANOVA) altered promoter activity in HEK293T (F_2,6_ = 738, p < 0.0001; F_2,6_ = 202, p < 0.0001), MCF7 (F_2,6_ = 61.0, p = 0.0001; F_2,6_ = 204, p < 0.0001) and N2a (F_2,6_ = 150, p < 0.0001; F_2,6_ = 86.70, p < 0.0001) cells. The overexpression of Creb3l1CA increased GCCCCGCCCCC and CACGTCACCA promoter activity at low and high concentrations in HEK293T, MCF7, and N2a cells. This suggests that DNA sequences GCCCCGCCCCC and CACGTCACCA serve as Creb3l1 enhancer elements in gene promoters. This agrees with studies showing that Creb3l1 binds to GC rich sequences and G-box like sequences to enhance gene expression [17,44].

The combinational binding of TFs to enhancers is known to result in synergistic activity that is essential for the shaping of gene expression. We investigated the possibility that Creb3l1 and Sp1 act together to form a common transcriptional output by binding to motif GCCCCGCCCCC (Figure 2E). The dual transfection of Creb3l1 and Sp1 with GCCCCGCCCCC luciferase construct resulted in an additive increase in luciferase activity by one-way ANOVA with Tukey's *post hoc* test in HEK293T (p < 0.001) and N2a (p = 0.002) cells. In contrast, we observed diminished luciferase activity in MCF7 cells (p = 0.0011). Studies have shown that Sp1 binds to several proteins which can differentially regulate Sp1-dependent transcription [45].

### 3.3 Identification of Creb3l1 as a regulator of the PERK pathway

As the ER is the gateway for proteins entering the secretory pathway, a pathway which neurones rely upon to secrete vast amounts of protein, we asked about Creb3l1 target genes that encode ER proteins. To do this we visualised the pathway Protein Processing in ER in Pathview (Figure 3A). This revealed ER target genes and processes essential to ER function including ER chaperones, UPR pathways, and ERAD. As mentioned earlier, Creb3l1 is a known to be a TF of ER master regulator BIP and UPR target XBP1. However, the data here supported a more comprehensive role for Creb3l1 in UPR pathway control, particularly genes in the PERK signalling arm (Figure 3B). Visualisation of ChIP-seq traces for genes *Eif2ak3* (encodes the protein PERK), *Eif2s1* (encodes the protein eIF2α), *Atf4* and *Ddit3* (encodes the protein CHOP) showed that Creb3l1 binds near to their transcription start sites (Figure 3C). We turned to Creb3l1 ChIP-seq data from K562 cells to strengthen these findings. In agreement, ChIP-seq traces showed that Creb3l1 binds near to the transcription start sites *EIF2AK3*, *EIF2S1*, and *ATF4*, but not *DDIT3*.

**Figure 3:**
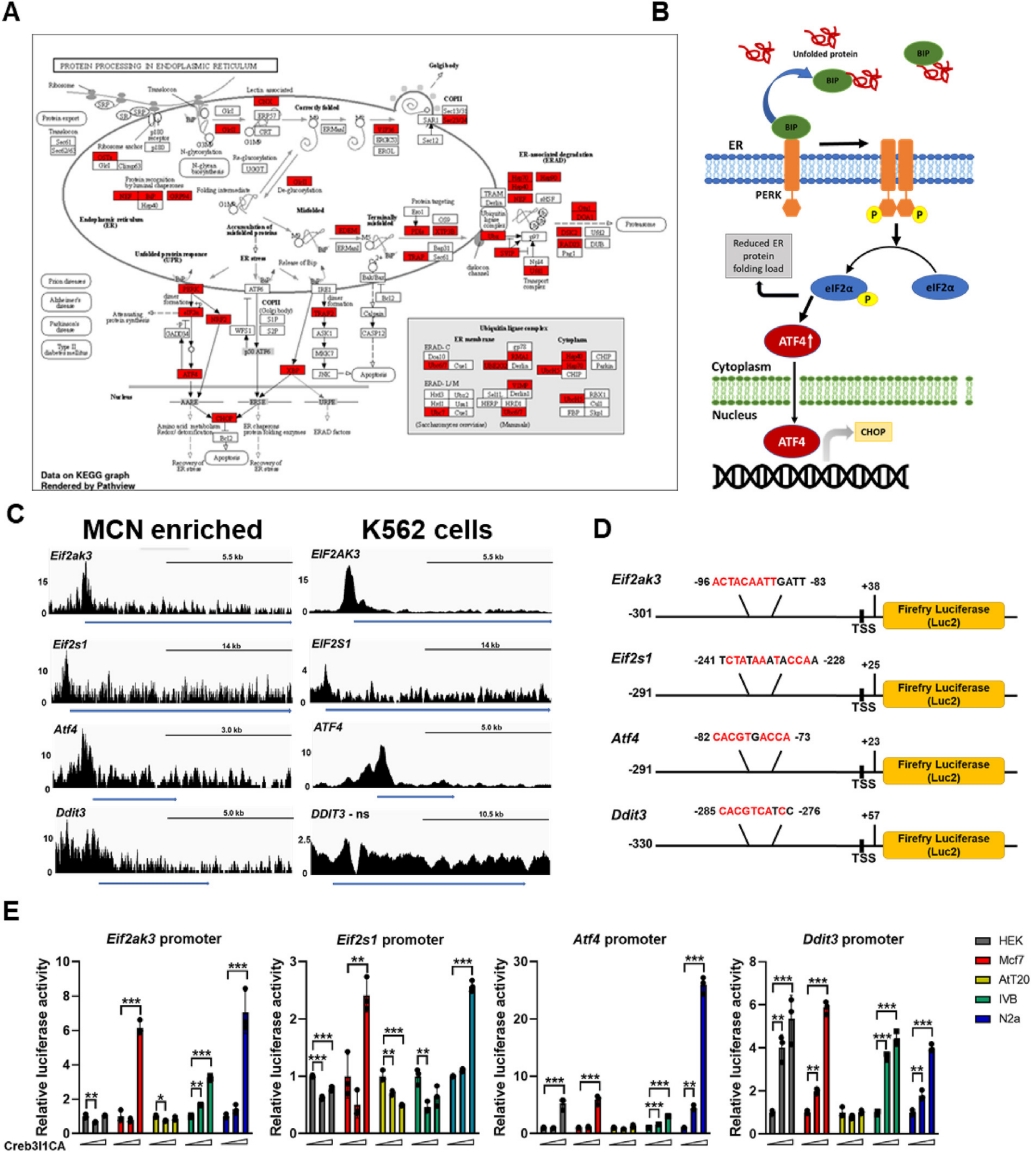
**Identification of Creb3l1 as a regulator of the PERK pathway. A**, integration, and visualisation of Creb3l1 ChIP-seq data in the KEGG pathway for Protein Processing in ER was generated by Pathview. The network components highlighted in red show Creb3l1 targets in this pathway. **B**, diagram of components of the PERK arm targeted by Creb3l1. **C**, ChIP-seq traces show significant peaks form Creb3l1 binding near to the transcription start sites of *Eif2ak3*, *Eif2s1*, *Atf4* and *Ddit3* in MCN enriched samples and *EIF2AK3*, *EIF2S1* and *ATF4* in human K562 cells. ns = not significant. The peak height is indicated on the left and the blue line indicates the gene. **D**, luciferase reporter vectors were constructed for the promotor regions of PERK pathway components *Eif2ak3*, *Eif2s1*, *Atf4* and *Ddit3* using the bound regions identified by ChIP-seq. The location and sequences of *de novo* discovered motifs in each promoter region are indicated. **E**, luciferase reporter assays were performed in HEK293T, MCF7, AtT20, 4 B and N2a cells in the presence of low (0.05 μg) or high (0.45 μg) transfection concentrations of Creb3l1CA. Luciferase expression was normalised to the expression of the renilla luciferase control reporter vector and to luciferase expression in control treated cells for each cell-line. Values are means + SEM of n = 3 per group. ns, not significant; ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001.

We next investigated genes in the PERK pathway as direct transcriptional targets of Creb3l1. We created luciferase promoter constructs for rat *Eif2ak3*, *Eif2s1*, *Atf4* and *Ddit3* (Figure 3D). We performed luciferase reporter assays in five different cell-lines to comprehensively describe the actions of Creb3l1 on each promoter (Figure 3E). There were significant (one-way ANOVA) alterations to *Eif2ak3* promoter activity in HEK293T (F_2,6_ = 25.36, p = 0.0012), MCF7 (F_2,6_ = 293, p < 0.0001), AtT20 (F_2,6_ = 7.50, p = 0.023), 4 B (F_2,6_ = 501, p < 0.0001), and N2a (F_2,6_ = 64.50, p < 0.0001) cells. Tukey *post hoc* analyses for *Eif2ak3* promoter assays showed that Creb3l1 significantly enhanced promoter activity in MCF7, 4 B, and AtT20 cells. In contrast, *Eif2ak3* promoter activity was repressed in HEK293T and AtT20 cells at the low transfection concentration. There were significant (one-way ANOVA) alterations to *Eif2s1* promoter activity in HEK293T (F_2,6_ = 111, p < 0.0001), MCF7 (F_2,6_ = 31.1, p = 0.0007), AtT20 (F_2,6_ = 54.17, p = 0.0001), 4 B (F_2,6_ = 11.6, p = 0.0087), and N2a (F_2,6_ = 701, p < 0.0001) cells. The *post hoc* analyses for *Eif2s1* promoter assays by Tukey showed that Creb3l1 can either enhance (MCF7, N2a) or repress (HEK, AtT20, 4 B) promoter activity in a cell-line dependent manner. There were significant (one-way ANOVA) alterations to *Atf4* promoter activity in HEK293T (F_2,6_ = 54.69, p = 0.0001), MCF7 (F_2,6_ = 115, p < 0.0001), AtT20 (F_2,6_ = 7.08, p = 0.026), 4 B (F_2,6_ = 1152, p < 0.0001) and N2a (F_2,6_ = 704, p < 0.0001) cells. The *post hoc* analyses for *Atf4* promoter assays by Tukey showed that Creb3l1 enhances promoter activity in all cell-lines apart from AtT20 cells. There were significant (one-way ANOVA) alterations to *Ddit3* promoter activity in HEK293T (F_2,6_ = 29.14, p = 0.0008), MCF7 (F_2,6_ = 534.3, p < 0.0001), 4 B (F_2,6_ = 225, p < 0.0001) and N2a (F_2,6_ = 244, p < 0.0001) cells. The *post hoc* analyses for *Ddit3* promoter assays by Tukey showed that Creb3l1 enhances *Ddit3* promoter activity in all cell-lines except for AtT20 cells. Taken together, these data support the PERK signalling pathway as a target of Creb3l1.

### 3.4 Integrative analysis of ChIP-seq and RNA-seq data reveals Creb3l1 as a key regulator of protein synthesis

We integrated SON RNA-seq and MCN enriched ChIP-seq data from WD to compare differentially expressed genes with target genes. We found 192 differentially expressed target genes by overlap analysis representing 13% of ChIP-seq targets (Figure 4A, Supplemental Table 6). We performed pathway analysis on this subset of Creb3l1 targets by GO and KEGG (Figure 4B, Supplemental Table 7). We identified enriched terms in GO: Biological Process; GO: Structural Constituent of Ribosome and GO: Unfolded Protein Binding. We identified enriched terms in GO: Cellular component; GO: Endoplasmic Reticulum and GO: Ribosome. We identified enriched terms in GO: Molecular Function; GO: Translation and GO: Response to Endoplasmic Reticulum Stress. The enriched pathways identified by KEGG again centred on neurodegenerative diseases and Ribosome and Protein Processing in ER. We compared SON differentially expressed genes and Creb3l1 ChIP-seq target genes in the pathways Ribosome and Protein Processing in ER (Figure 4C). The data showed that 44% of genes in the pathway Ribosome and 34% of genes in the pathway Protein Processing in ER were differentially expressed in the WD SON. Of these differentially expressed genes, 89% of ribosomal genes and 79% of ER genes were conserved Creb3l1 targets K562 cells. We constructed a heatmap to visualise the direction of differential gene expression for these two KEGG pathways (Figure 4D). We strikingly show that Creb3l1 ribosomal gene targets are decreased in expression, and in complete contrast, ER gene targets are increased in expression in WD RNA-seq data. In WD, Creb3l1 protein expression is robustly increased in MCNs in the SON (Figure 4E). We validated a sub-set of differentially expressed genes by qRT-PCR focusing predominantly on genes crucial to PERK signalling (Figure 4F). We show significantly increased abundance by t test of Creb3l1 (t = 4.29, p = 0.029), *Hspa5* (t = 20.11, p = 0.0024), *Atf4* (t = 7.69, p = 0.004), *Ddit3* (t = 5.79, p = 0.01), and signal sequence receptor subunit 1 (*Ssr1*) (t = 9.73, p = 0.004) in an independent set of samples. Thus, the integration of omics datasets suggests that Creb3l1 targets a set of ribosomal genes to repress their expression, whilst in parallel, targeting a set of ER genes to enhance their expression in the WD SON.

**Figure 4:**
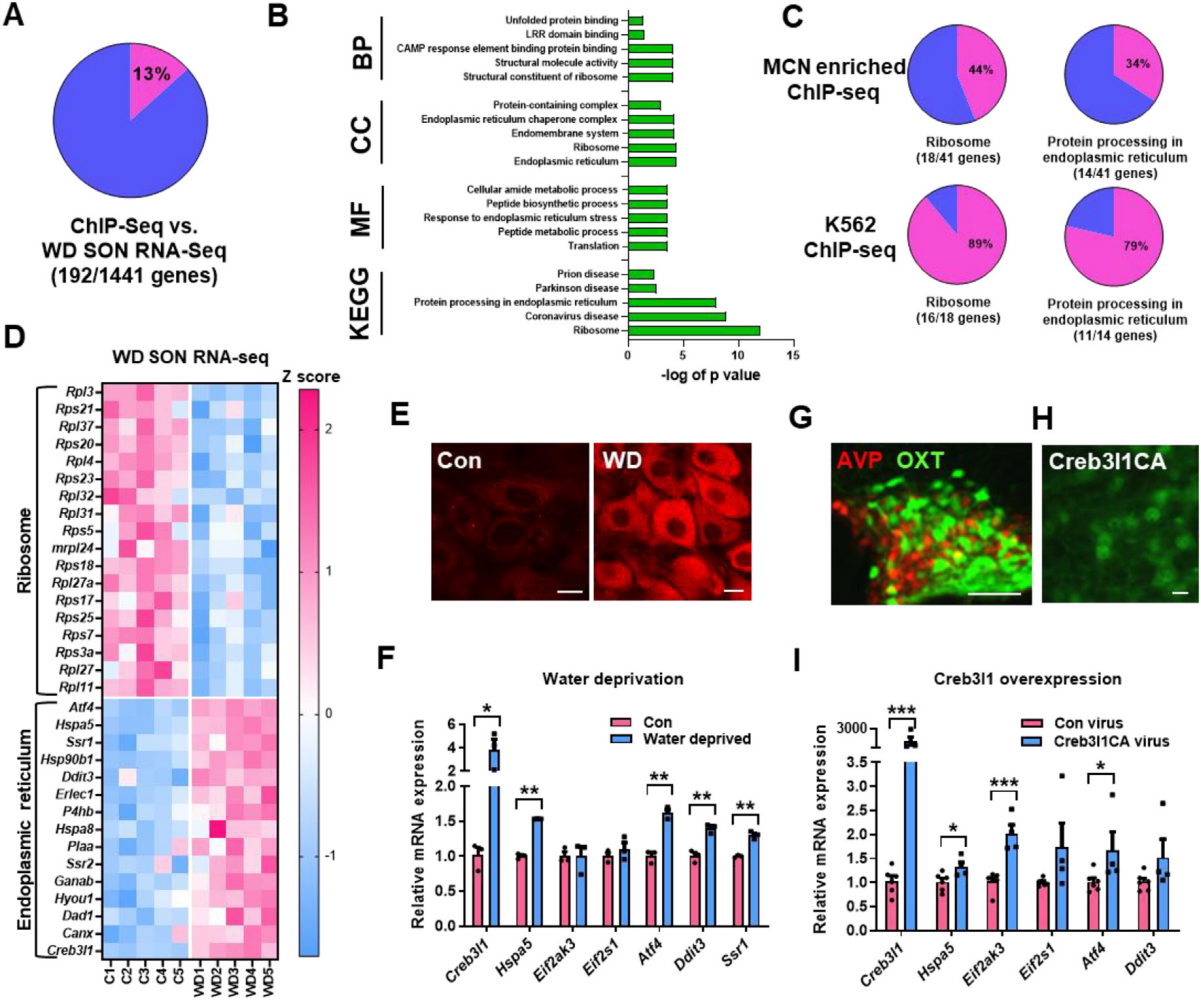
**Integrative analysis of ChIP-seq and RNA-seq data reveals Creb3l1 as a key regulator of protein synthesis. A**, pie chart displaying the percentage MCN Creb3l1 ChIP-seq target genes that are also differentially expressed in the SON WD RNA-seq data. **B**, GO and pathway analysis for overlapping genes (192) showing the five most enriched terms for biological process (BP), cellular component (CC), molecular function (MF) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways. **C**, gene overlap analyses of differentially expressed genes and Creb3l1 target genes in KEGG pathways, Protein Processing in ER and Ribosome. The percentage overlap is displayed in pie charts for MCN enriched and K562 cell ChIP-seq datasets. **D**, heat map of normalised SON WD RNA-seq data (C1-5, control; WD1-5, water deprived) for overlapping genes in KEGG pathways Ribosome and Protein Processing in ER. **E**, immunostaining of Creb3l1 expression in MCNs of control and WD SONs. **F**, relative mRNA expression was investigated by qRT-PCR in the SON of control compared to WD rats. **G**, adeno-associated virus constructs expressing AVPp-tdtomato (red) and OXTp-Venus (green) in the SON. **H**, immunostaining showed high levels of Creb3l1 expression in MCNs after injection of and AVPp-Creb3l1CA. **I**, relative mRNA expression by qRT-PCR in AVPp-GFP control virus injected and AVPp-Creb3l1CA overexpressing SONs. Values are means + SEM of n = 3–6 SONs per group. ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001. Scale bars = 10 μm (E, I) and 100 μm (G).

We next injected AAVs expressing Creb3l1CA into SONs under the direction of the rat *Avp* promoter to relate pathway changes to cell populations in the SON. This region of the *Avp* promoter restricts expression of transgenes to AVP MCN populations [[46], [47], [48]] (Figure 4G). We found Creb3l1 predominantly in the nucleus of transduced MCNs (Figure 4H). In support, studies of Creb3l1 have reported a strong nuclear localisation of this active form [27]. By qRT-PCR, we show that overexpression of Creb3l1CA (t = 14.86, p = 0.0003) in AVP MCNs significantly increases (t test) the abundance of transcripts crucial to PERK signalling; *Hspa5* (t = 2.53, p = 0.037), *Eif2ak3* (t = 5.20, P = 0.0009), and *Atf4* (t = 2.40, p = 0.043) mRNA (Figure 4I). This data confirmed that Creb3l1 can specifically target the PERK signalling pathway in SON MCN populations.

### 3.5 Integrative analysis of ChIP-seq data with Creb3l1 knockdown RNA-seq data

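Poly(A) RNA of the supraoptic nucleus (SON) was sequenced from 5 animals, 3 weeks after an adeno-associated virus carrying a control short hairpin RNA (shRNA) was injected into one SON and a virus carrying a Creb3l1 shRNA into the other. Each animal therefore gave 1 control and 1 Creb3l1 knockdown SON, 10 SONs in all. In the sample labels the control SON was the left and the knockdown SON the right one in all 5 animals, so that the side of the brain and the treatment were not separated. The authors aligned the reads to the rat genome Rn6 with STAR, counted them per gene with featureCounts and deposited the counts of 32402 genes without normalisation. The total count per SON was between 29754252 and 34382889 in the control group, with a median of 33163847, and between 29020948 and 33612965 in the knockdown group, with a median of 30559019. The counts were normalised here with edgeR's TMM factors. Genes with too few counts were removed with filterByExpr, and the remaining 16286 genes were compared between the groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, without a term for the animal. The paper used DESeq2. Values from DESeq2 and from a fit with a term for the animal are given where they changed a call. The deposited counts list genes by Ensembl identifier only. Symbols were taken from Supplemental Table 8, of which 1999 genes out of 16347 were used here. These are the genes with the smallest p adjusted values in the paper's table, up to 0.0409, so genes outside them could not be named and no gene set test was run.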

We next investigated transcriptome changes in SONs of Creb3l1 knockdown animals (Figure 5). To knockdown the expression of Creb3l1 we used AAVs expressing a Creb3l1 specific shRNA (Figure 5A). 

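Creb3l1 (ENSRNOG00000005413) was measured in every SON as the check of the knockdown. Its level in TMM-normalised CPM, the count scaled by the effective library size, was 26.9 ± 5.35 (SD, n = 5) in control SONs and 12.0 ± 3.96 (SD, n = 5) in Creb3l1 knockdown SONs, which is 44.6% of control. The control SONs had 20.3, 26.5, 30.7, 33.5 and 23.4 CPM and the knockdown SONs of the same animals had 7.10, 13.8, 8.69, 16.7 and 13.6. Every knockdown SON was below every control SON (exact two-sided permutation test, p = 0.00794, the smallest p that 5 SONs against 5 allow). This permutation test treated the SONs as independent and ignored their pairing within animals. The log2 fold change was -1.16 (standard error 0.24, adjusted p = 0.0173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each SON left out in turn the log2 fold change stayed between -1.33 and -1.02. Over the alternatives with all SONs the adjusted p of this test ranged from 0.000136 with DESeq2 to 0.0586 with the animal as a block.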

In a previous study, we validated this shRNA and this approach [20] here confirmed by immunostaining of Creb3l1 protein in SONs of control and WD animals (Figure 5B). 

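Principal components were computed from the regularised log values of the 500 most variable genes in the 10 SONs. The first component held 70.1% of the variance and the second 11.1%. Neither set the 5 control SONs apart from the 5 Creb3l1 knockdown SONs (exact two-sided permutation test of the scores, p = 0.643 for the first component and p = 0.968 for the second, adjusted p = 0.968 for both). With all genes tested in place of the 500, the first component held 57.2% and the second 16.3%, and the second component separated the groups (exact permutation test, p = 0.00794, adjusted p = 0.0159). The same separation on the second component was obtained from 500 genes on the log2 TMM scale, where the components held 66.5% and 9.6% of the variance. These permutation tests ignored the pairing of the SONs within animals.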

Principal component analysis of bulk RNA-seq data revealed separation between the transcriptomes of control and Creb3l1 knockdown SONs (Supplemental Fig. 1). 

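In Creb3l1 knockdown SONs, 1280 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 732 lower and 548 higher than in control SONs. Of these, 1256 changed the same way in all 5 animals. DESeq2 on the same counts gave 2188 genes, 1270 lower and 918 higher, and included 1279 of the 1280. Its log2 fold changes differed from those of Supplemental Table 8 by at most 5e-06 over the 1999 genes compared. With the animal as a block in edgeR, 9 genes remained past the threshold, although all 1280 kept their direction and had an unadjusted p under 0.05 in that fit. The 1280 were chosen on the same SONs, so this is not independent evidence. Of all 16286 genes, 2996 had an unadjusted p under 0.05 with the block and 3803 without it. The block left 4 residual degrees of freedom in place of 8. The 9 genes were Mgam, Svopl, Mmp9, Ibsp, Calcb, Lhfpl5 and Gss, which were lower in knockdown, and Klhl42 and RGD1305455, which were higher.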

Differential expression analysis using DEseq2 identified a total of 2118 differentially expressed genes, 1230 of which were downregulated, with 884 being upregulated (Supplemental Table 8). Notably, the majority of genes 14230 did not pass the statistical significance threshold (p adjusted value ≤ 0.05). We show a volcano plot to display differentially expressed genes following Creb3l1 knockdown (Figure 5C). Displayed are the top 20 significant genes. 

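All 20 genes named in Figure 5C were past the threshold in edgeR's quasi-likelihood test, 10 of them lower and 10 higher in knockdown, and 7 were past it with the animal as a block. The paper chose these genes by their p adjusted values in the same SONs, so this is not independent evidence. The adjusted p of the other 13 with the block was between 0.05 and 0.0706. Mgam had the lowest adjusted p among them, at 0.000563, with 5.91 ± 1.13 (SD, n = 5) TMM-normalised CPM in control and 0.383 ± 0.162 (SD, n = 5) in knockdown SONs. Its log2 fold change was -3.93 (standard error 0.28). Svopl fell by 4.01 on the log2 scale (standard error 0.36), the largest fall among the genes with at least 1 CPM in a group that changed the same way in all 5 animals. The next largest falls by that measure were in Mgam, Scnn1g (-3.86), Cdk15 (-3.39) and Mmp9 (-3.35). Scnn1g and Cdk15 had low counts, from 0 to 77 and from 2 to 122 per SON. RGD1305455 rose from 29.3 ± 2.81 to 57.3 ± 2.98 CPM (SD, n = 5 in each group), a log2 fold change of 0.97 (standard error 0.08, adjusted p = 0.00104). Csnk2a1, with a log2 fold change of 0.43, was the smallest change of the 20. The largest rises were found at low levels. SNORA48 rose by 2.33 on the log2 scale, from 0.611 to 3.08 CPM, LOC687707 rose by 1.99 and Myoc by 1.62. The identifiers ENSRNOG00000059106 and ENSRNOG00000058555 rose by 2.21 and 1.87, and ENSRNOG00000058555 was past the threshold in 4 of the 10 fits that each left out 1 SON. With the animal as a block in edgeR's quasi-likelihood test, Scnn1g and these 5 rises were no longer past the threshold. The adjusted p in that fit was 0.0776 for Scnn1g, 0.096 for SNORA48, 0.066 for LOC687707, 0.0562 for Myoc, 0.0642 for ENSRNOG00000059106 and 0.157 for ENSRNOG00000058555.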

We performed a simple overlap analysis to compare differentially expressed genes from Creb3l1 knockdown and target genes derived by ChIP-seq. 

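Of the 210 genes in the list of Supplemental Table 6, 198 could be linked to an identifier in the counts. Of these 198 genes, 134 had an adjusted p under 0.05 in edgeR's quasi-likelihood test over all genes, 77 of them lower and 57 higher in Creb3l1 knockdown SONs. Adjusted over the list alone, 198 were past 0.05, which is not independent evidence because the study chose the list on these samples. With DESeq2 198 of the 198 were past the threshold. With the animal as a block none was past it, and 191 had an unadjusted p under 0.05. The DESeq2 count was fixed in advance, because genes could be named only from the paper's own DESeq2 calls.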

We found 210 differentially expressed Creb3l1 target genes representing 15% of total ChIP-seq targets (Figure 5D, Supplemental Table 6). KEGG pathway analysis on this sub-set of genes did not reveal any enriched terms. However, we proceeded to analyse the overlap between Creb3l1 target genes from ChIP-seq with differentially expressed genes from Creb3l1 knockdown in the pathways Protein Processing in ER and Ribosome. This produced an overlap of 17% with Protein Processing in ER, but only a 1% overlap with Ribosome. 

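Supplemental Table 5 lists 41 ChIP-seq targets in Protein Processing in ER and 44 in Ribosome. Of these, 6 and 1 were among the genes that could be named in the counts. In edgeR's quasi-likelihood test 1 of the 41 ER targets (2.4%) was past the threshold, Eif2ak3, and 1 of the 44 Ribosome targets (2.3%), Rps2. With DESeq2 on the same counts at least 6 of the 41 ER targets (14.6%) were past it. These are all the named ER targets, and DESeq2 had to call them because they were named from the paper's own DESeq2 calls. Of the genes past the threshold in edgeR, 1271 were in the part of Supplemental Table 8 used here, 10 of them without a symbol of their own, and 9 were not in it. The unnamed targets could therefore add at most 19 in edgeR, a limit that does not hold for DESeq2. With the animal as a block none of the 7 genes was past the threshold, and 5 of the 6 ER targets and Rps2 had an unadjusted p under 0.05.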

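Of the 7 ER and Ribosome targets of Figure 5E, 2 were past the threshold in edgeR's quasi-likelihood test, Eif2ak3 and Rps2, both lower in Creb3l1 knockdown SONs. Rps2 fell by 0.86 on the log2 scale (standard error 0.21, adjusted p = 0.0316 from edgeR's quasi-likelihood test) and was lower in 5 of 5 animals. Rps2 had only 15 to 66 counts per SON, and reads of such a gene can be shared with near-identical copies, so its value is uncertain. It was past the threshold in 4 of the 10 fits that each left out 1 SON, and over the alternatives with all SONs its adjusted p ranged from 0.002 with DESeq2 to 0.109 with the animal as a block. Ubqln4 was lower in 5 of 5 animals, with a log2 fold change of -0.21 (standard error 0.07), and was not past the threshold (adjusted p = 0.0953). The remaining 4 genes were higher in knockdown and not past the threshold. Sec24c rose by 0.28 (adjusted p = 0.0521), Ssr2 by 0.46 (adjusted p = 0.0634), Hspa5 by 0.36 (adjusted p = 0.0936) and Canx by 0.22 (adjusted p = 0.19) on the log2 scale. Sec24c, Ssr2 and Canx were higher in 5 of 5 animals and Hspa5 in 4 of 5. With DESeq2 the adjusted p of these 4 genes was between 0.0121 and 0.0361, and that of Ubqln4 was 0.0357, while with the animal as a block the adjusted p of Sec24c was 0.173, of Ssr2 0.198, of Hspa5 0.245, of Ubqln4 0.248 and of Canx 0.4.

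**Figure D1:**
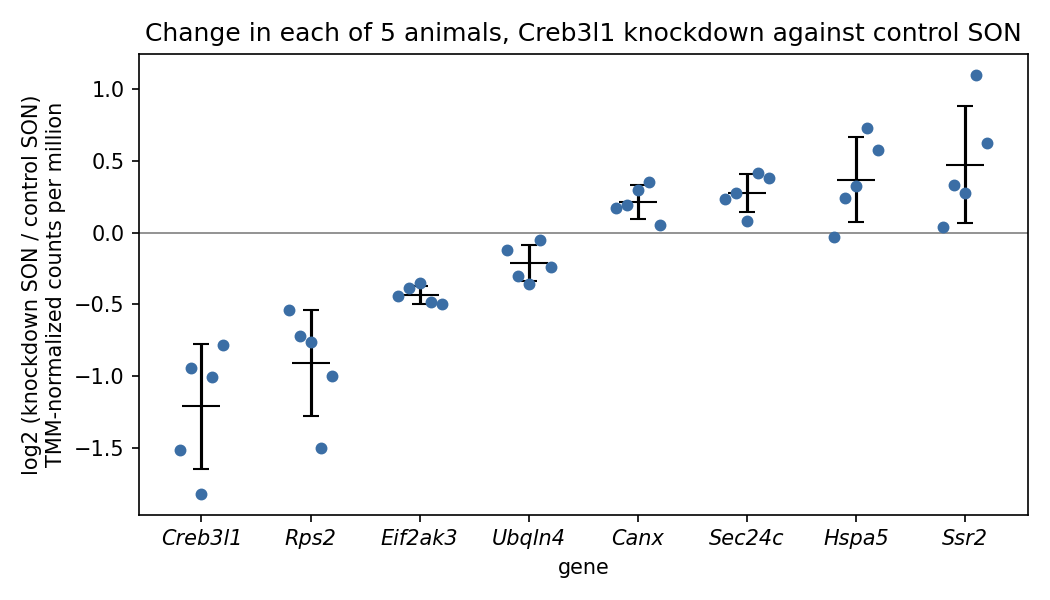
Log2 ratio of the knockdown SON to the control SON of the same animal, in TMM-normalised CPM, for Creb3l1 and the 7 targets. Each point is 1 of 5 animals, and the bars give the mean and SD. Eif2ak3 lies between -0.50 and -0.35 in the 5 animals, and Hspa5 between -0.03 and 0.73.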

We constructed a heatmap to visualise the direction of change of differentially expressed Creb3l1 targets (Figure 5E). In a separately derived set of samples, we performed qRT-PCR to validate these findings (Figure 5F). We confirmed changes to Creb3l1 (t = 3.623, p = 0.008), *Eif2ak3* (t = 4.617, p = 0.0007), signal sequence receptor subunit 2 (*Ssr2*) (t = 3.972, p = 0.002), and ubiquilin 4 (*Ubqln4*) (t = 2.30, p = 0.041), but not *Hspa5*. When SONs were stimulated by WD, we further demonstrate diminished expression of Creb3l1 (t = 6.097, p = 0.003), *Eif2ak3* (t = 3.26, p = 0.029) and *Atf4* (t = 3.90, p = 0.012) in response to Creb3l1 RNA knockdown (Figure 5G). Taken together, these data suggest that Creb3l1 is a constitutive enhancer to upgrade *Eif2ak3* expression in the SON.

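In the RNA-seq of Creb3l1 knockdown SONs, Eif2ak3 had 38.7 ± 1.67 (SD, n = 5) TMM-normalised CPM against 52.3 ± 3.64 (SD, n = 5) in control SONs. The log2 fold change was -0.43 (standard error 0.07, adjusted p = 0.00553 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Eif2ak3 was lower in 5 of 5 animals. All knockdown SONs were below all control SONs (exact two-sided permutation test that ignored the pairing within animals, p = 0.00794). Leaving out each SON in turn gave log2 fold changes between -0.50 and -0.41, and the adjusted p stayed under 0.05 in 10 of 10 fits. Over the alternatives with all SONs its adjusted p ranged from 7.51e-07 with DESeq2 to 0.0695 with the animal as a block. Eif2s1, Atf4, Ddit3, Xbp1 and Ssr1 were not analysed here, having no named entry among the paper's genes with p adjusted values up to 0.0409. From the lower expression of Eif2ak3 after knockdown, together with measurements in other samples, the paper proposes that Creb3l1 constitutively enhances Eif2ak3 expression in the SON.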

**Figure 5:**
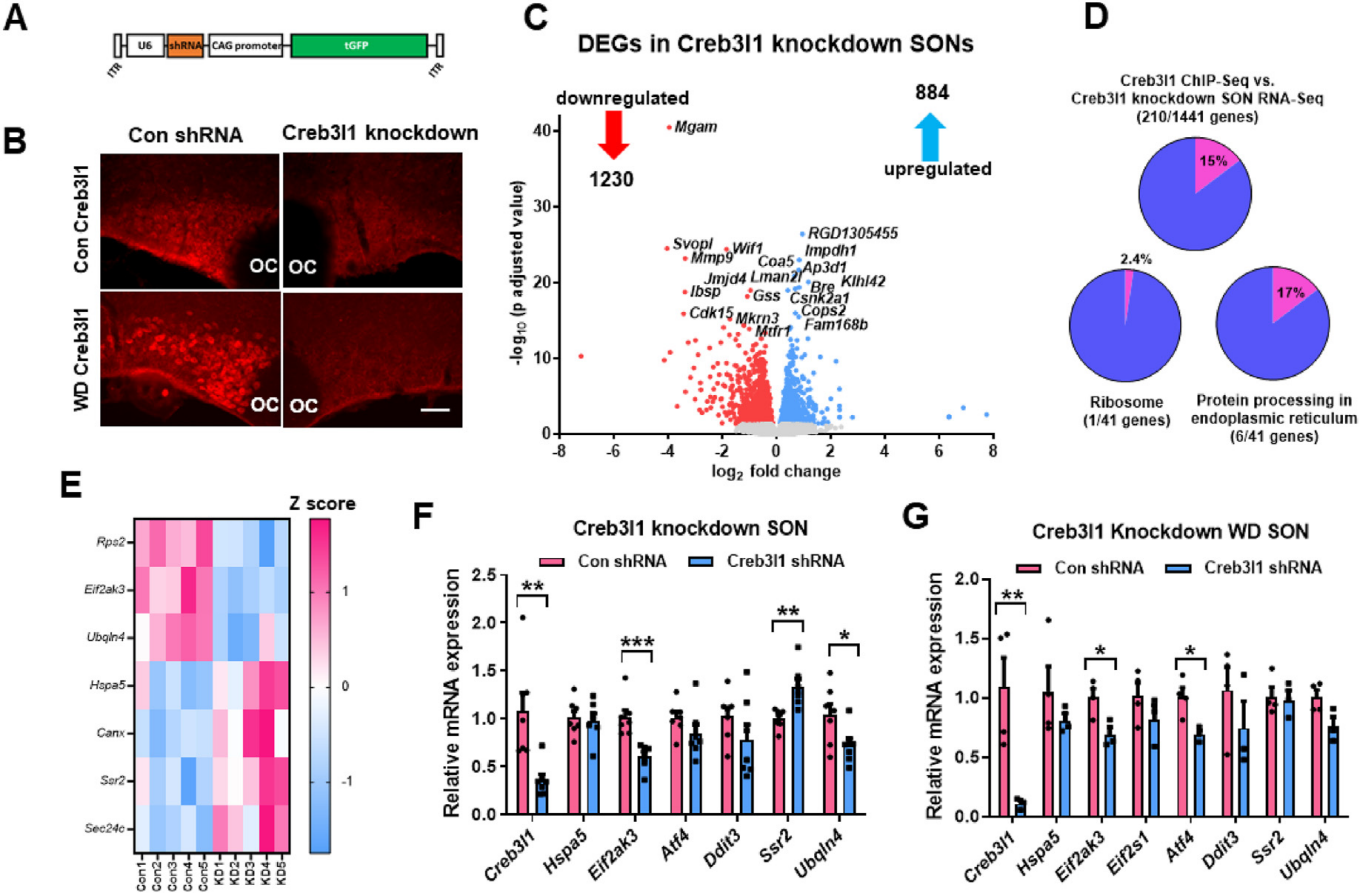
**Identification of Creb3l1 as a constitutive transcriptional regulator of PERK gene expression. A**, schematic of the construct used for viral-mediated gene knockdown. **B**, immunostaining of Creb3l1 in control and knockdown SONs in the basal state and in response to WD. **C**, volcano plot showing differentially expressed genes (DEGs) in Creb3l1 knockdown SONs. DEGs are displayed as red (downregulated) and blue (upregulated) dots. The top 20 most significant genes by p adjusted values are displayed. **D**, overlap analysis to compare differentially expressed genes by Creb3l1 knockdown SON RNA-seq and Creb3l1 target genes from MCN enriched ChIP-seq. Pie charts show the percentage of overlapping genes between the datasets and in KEGG pathways Protein Processing in ER and Ribosome. **E**, heat map for normalised SON Creb3l1 knockdown RNA-seq data of individual samples (Con 1–5, control; KD 1–5, knockdown) on overlapping genes in the KEGG pathways Ribosome and Protein Processing in ER. Relative mRNA expression was investigated by qRT-PCR in the SON of control (**F**) and WD (**G**) Creb3l1 knockdown animals. Values are means + SEM of n = 3–7 SONs per group. OC, optic chiasm. ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001. Scale bars = 50 μm.

### 3.6 Identification of Creb3l1 as a crucial enhancer of neuropeptide synthesis

We had the opportunity to investigate neuropeptide hormone synthesis in the SON in its entirety being informed by Creb3l1 knockdown RNA-seq data. We present a heatmap to visualise neuropeptide encoding gene expression in individual RNA-seq samples in control and Creb3l1 knockdown conditions (Figure 6A). Overall, these data pointed towards reduced expression of genes encoding neuropeptide hormones. 

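Of the 5 neuropeptide genes of Figure 6A, Pdyn and Cartpt were analysed here. Avp, Oxt and Cck were not, having no named entry among the paper's genes with p adjusted values up to 0.0409. The genes analysed were thus selected for a low p adjusted value on these same samples and do not stand for all 5. Pdyn had 470 ± 108 (SD, n = 5) TMM-normalised CPM in control SONs and 120 ± 87.2 (SD, n = 5) in Creb3l1 knockdown SONs, a log2 fold change of -1.97 (standard error 0.48, adjusted p = 0.0331 from edgeR's quasi-likelihood test). It was lower in 5 of 5 animals and was past the threshold in 3 of the 10 fits that each left out 1 SON. Its adjusted p over the alternatives with all SONs ranged from 0.000253 with DESeq2 to 0.093 with the animal as a block. Cartpt had 26.0 ± 6.98 (SD, n = 5) in control and 11.6 ± 8.39 (SD, n = 5) in knockdown SONs. Its log2 fold change of -1.17 (standard error 0.40) was not past the threshold (adjusted p = 0.102), and it was lower in 4 of 5 animals. In the remaining animal, replicate 3, the knockdown SON had 26.2 against 24.5 CPM in the control SON. Without that knockdown SON the adjusted p of Cartpt was 0.00289. The adjusted p of Cartpt ranged from 0.0265 with DESeq2 to 0.13 with the animal as a block over the alternatives with all SONs. From the heatmap the paper states that the data pointed towards reduced expression of these genes.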

In an independent set of samples, we validated changes to the expression of *Avp* (t = 2.74, p = 0.03), *Oxt* (t = 4.85, p = 0.0007), prodynorphin (*Pdyn*) (t = 5.34, p = 0.0008), and cocaine and amphetamine regulated transcript (*Cartpt*) which encodes the CART protein (t = 4.44, p = 0.0009) by qRT-PCR (Figure 6B). Note that an outlier was removed from *Avp* by Grubbs’ test. This effect on neuropeptide gene expression was also found in the PVN in the basal condition (Supplemental Fig. 2). In addition, we show decreased expression of *Avp* (t = 3.81, p = 0.028), *Oxt* (t = 4.34, p = 0.04), *Pdyn* (t = 5.42, p = 0.003), and *Cartpt* (t = 4.10, p = 0.01) in WD Creb3l1 knockdown SONs (Figure 6C). To address if gene expression changes translated to altered protein expression, we performed immunofluorescent staining for AVP-neurophysin II, OXT-neurophysin I and CART. We observed diminished expression of all three neuropeptide hormone precursors compared to control (Figure 6D).

**Figure 6:**
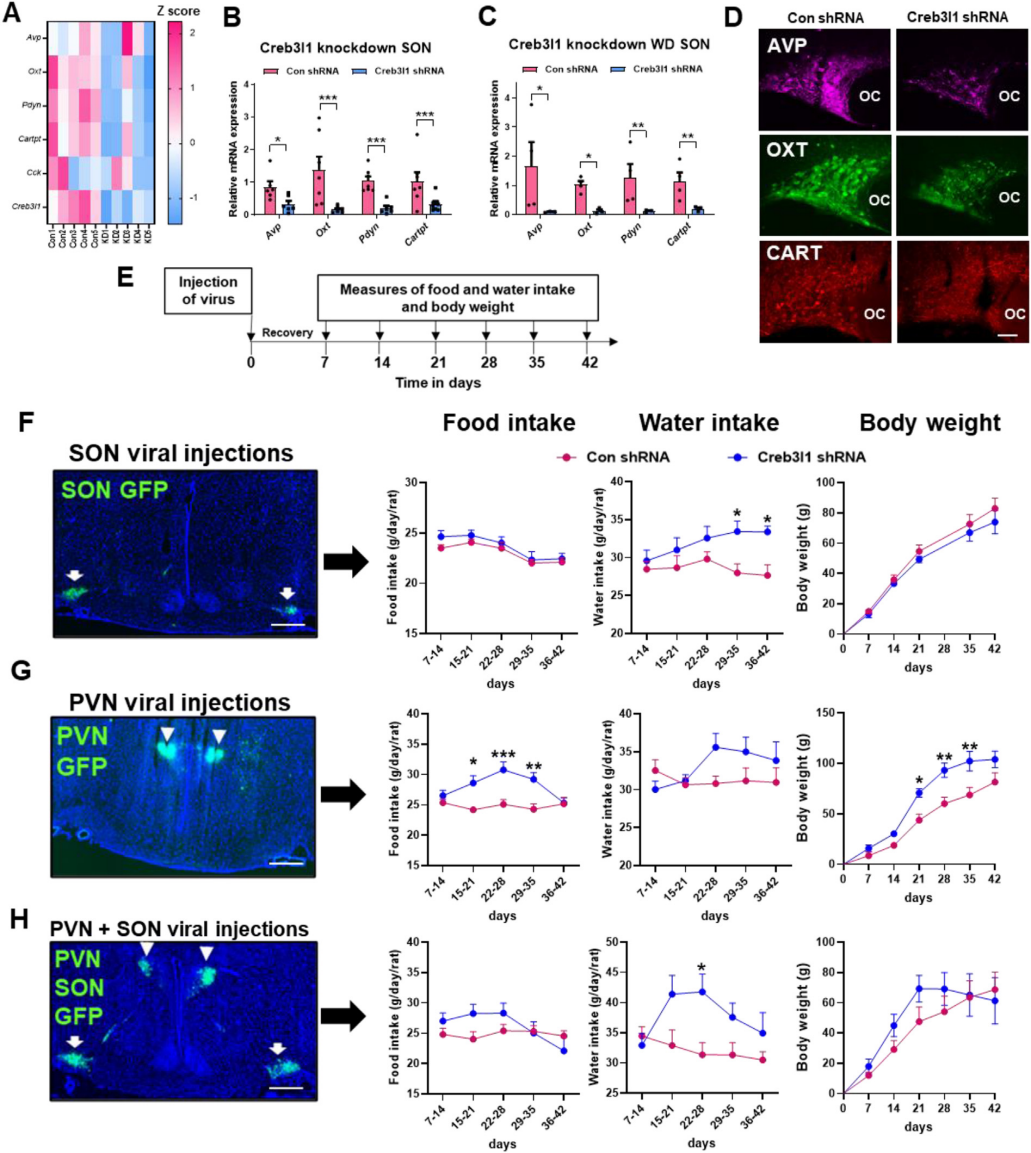
**Creb3l1 controls the major neuropeptide hormone outputs of the hypothalamo-neurohypophysial system. A**, heat map of normalised data for neuropeptide encoding genes in individual samples from control and Creb3l1 knockdown SONs. Relative mRNA expression was investigated by qRT-PCR in the SON of control (**B**) and WD (**C**) Creb3l1 knockdown rats. **D**, immunostaining of AVP, OXT and CART in control and Creb3l1 knockdown SONs. **E**, outline of the experimental protocol. Animals were injected with control or Creb3l1 knockdown virus bilaterally in the SON (**F**), PVN (**G**), or both PVN + SON (**H**). The success of viral injections was confirmed by GFP fluorescence in cryostat cut frozen sections. Arrow heads indicate GFP expression in the PVN and arrows indicate GFP expression in the SON. In this series of experiments food and water consumption and body weight were measured weekly by weight for a period of 6 weeks following virus delivery. Values are means + SEM of n = 4–6 animals per group. OC, optic chiasm. ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001. Scale bars = 50 μm (D) and 500 μm (F–H).

### 3.7 Crucial physiological role for Creb3l1 in the hypothalamus

We next performed a series of physiological studies in Creb3l1 knockdown animals to establish the importance of Creb3l1 to SON and PVN neuroendocrine outputs and, by the very nature of these outputs, physiological functions. Our experimental protocol is summarised in Figure 6E. We measured food and water intake and body weight for 6 weeks after viral injection. Three experimental series were performed which included bilateral knockdowns of Creb3l1 in the SON (Figure 6F), PVN (Figure 6G) and PVN + SON (Figure 6H). Two-way ANOVAs were performed to determine if viral treatment (control vs. Creb3l1 shRNA) and length of treatment (time) had a significant effect on food, water intake, or body weight. A two-way ANOVA revealed that Creb3l1 knockdown (viral treatment) in the SON significantly altered water intake (F_1,45_ = 17.53, p = 0.0001), but had no effect on food intake or body weight (Figure 6F). There was no significant effect of time or interaction between time and virus treatment. Further, Holm-Sidak's multiple comparison test found that Creb3l1 knockdown animals drank significantly more water 28 days after viral treatment (29–35, p = 0.021; 36–42, p = 0.017) compared to controls. When Creb3l1 was knocked down in the PVN, a two-way ANOVA revealed significantly altered food intake (F_1,34_ = 33.16, p < 0.0001) and body weight (F_1,42_ = 36.99, p < 0.0001), but not water intake (Figure 6G). There was no significant effect of time on food intake, but a significant interaction between time and virus treatment was found (F_4,34_ = 3.84, p = 0.01). Holm-Sidak's multiple comparisons found that Creb3l1 knockdown in the PVN significantly increased food intake from 15 days after treatment compared to control (15–21 days, p = 0.008; 22–28, p = 0.0003; 29–35, p = 0.002) before returning to control measures. There was a significant effect of time (F_5,42_ = 54.42, p < 0.0001) on body weight, but no interaction between time and virus treatment. Holm-Sidak's multiple comparisons showed that PVN Creb3l1 knockdown animals significantly increased in weight from 21 days after treatment compared to controls (21, p = 0.019; 28 days, p = 0.004; 35, p = 0.004) consistent with altered food intake. The return towards control food intake and body weight measures by the end of this study suggests compensation for the loss of Creb3l1 in these animals. Dual knockdown of Creb3l1 in the PVN and SON significantly altered water intake (F_1,40_ = 13.42, p = 0.0007), but virus treatment had no significant effect on food intake or body weight (Figure 6H). There was no significant effect of time or interaction between time and virus treatment on water intake. Multiple comparisons performed by Holm-Sidak showed that knockdown animals drank significantly more water between 22 and 28 days compared to controls (p = 0.020). Thus, we establish the Creb3l1 target transcriptome as a key regulatory element for controlling neuropeptide biosynthesis and, as a result, define this TF as a crucial regulator of metabolic homeostasis.

### 3.8 A blunted response to WD following Creb3l1 knockdown in the SON and PVN

We stimulated the system by WD in the same group of animals (Figure 7A). In the basal state daily food intake was not altered. SON knockdown (Figure 7B): Increased water intake in these animals (t = 2.66, p = 0.028) occurred in parallel with the excretion of larger volumes of urine (t = 2.65, p = 0.032). These data support increased water intake to compensate for renal loss of water, consistent with an altered, though not significant (t = 2.19, p = 0.057), water intake to urine output ratio used as an indicator of hydration status. When these animals were WD all output measures were preserved. PVN knockdown (Figure 7C): Water intake to urine output ratios were significantly reduced (t = 3.762, p = 0.017). This occurred without significant changes to water intake or urine excretion. When the PVN was stimulated by WD, analyses by two-way ANOVA revealed significant changes to urine excretory volume (F_1,21_ = 6.662, p = 0.017) and osmolality (F_1,21_ = 4.810, p = 0.040). Multiple comparisons by Fisher's LSD test found that urine volume was increased on day 2 of WD (p = 0.028) and urine concentration decreased by day 3 of WD (p = 0.022). Taken together, these parameters suggest a reduced capacity of the kidney to conserve water during WD perhaps the result of blunted AVP and/or OXT secretion. SON and PVN knockdown (Figure 7D): Water intake (t = 3.465, p = 0.010) and urine excretion volume (t = 2.345, p = 0.049) increased and water intake to urine output ratio decreased (t = 4.499, p = 0.007). A two-way ANOVA revealed significant changes to food intake (F_1,24_ = 6.318, p = 0.019) with a significant effect of time (F_2,24_ = 98.29, p < 0.0001) and interaction between time and treatment (F_2,24_ = 3.782, p = 0.037). Multiple comparisons by Fisher's LSD test found that food intake was significantly reduced on day 1 of WD (p = 0.0012). There was a significant effect on urine output (F_1,24_ = 15.55, p = 0.0006), but no interaction between time and treatment. Multiple comparisons by Fisher's LSD test showed that urine output was significantly increased on day 1 of WD (p = 0.0006). There was a significant effect of SON and PVN knockdown on urine osmolality (F_1,24_ = 84.55, p < 0.0001) with a significant interaction between time of WD and knockdown (F_2,24_ = 7.901, p = 0.0023). Multiple comparisons by Fisher's LSD test found significantly lower urine osmolality on days 1 (p = 0.002), 2 (p = 0.0006) and 3 (p < 0.0001) of WD.

**Figure 7:**
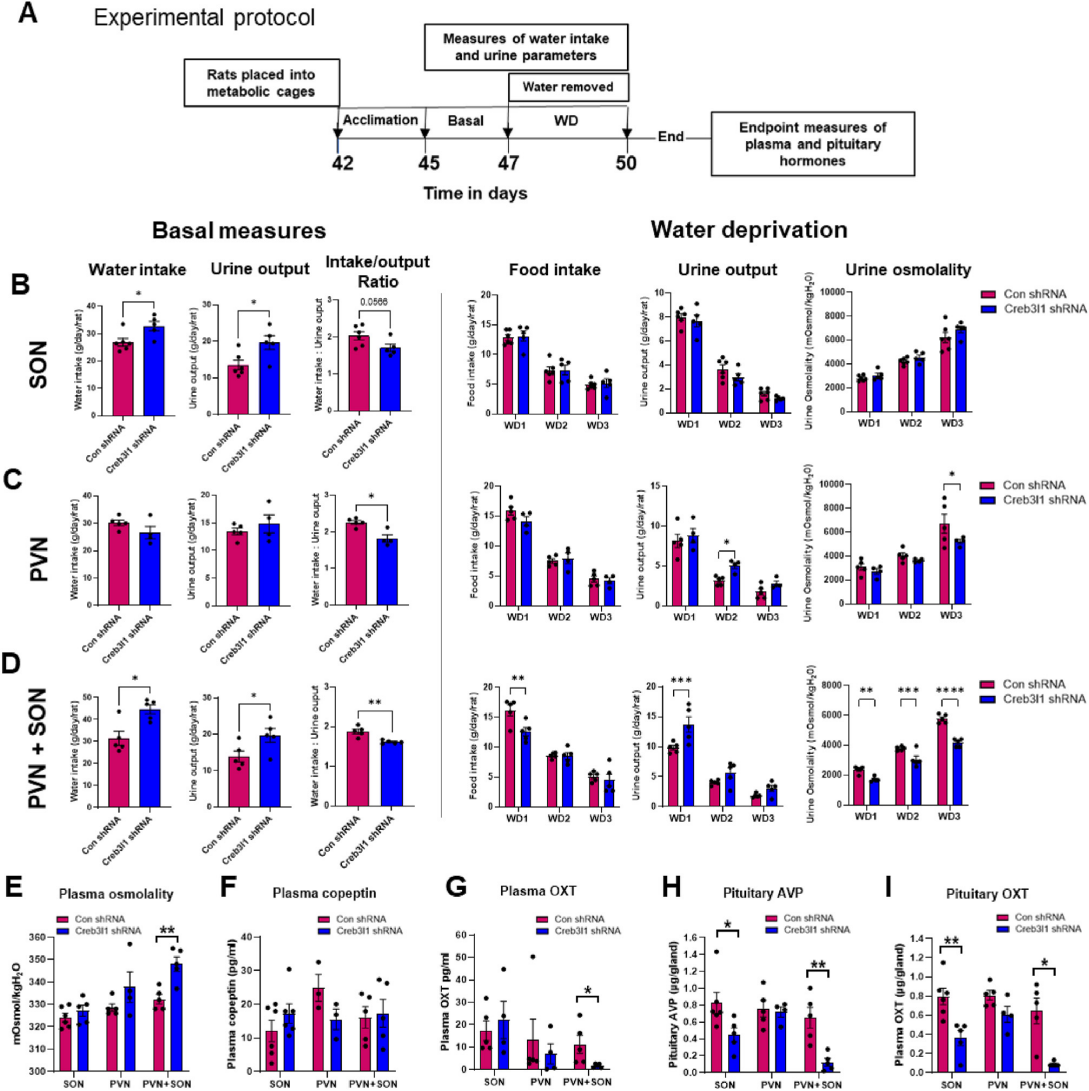
**Metabolic analyses reveal a crucial role for Creb3l1 in the physiological response to WD. A**, outline of the experimental protocol for Creb3l1 knockdown animals placed into metabolic cages. **B-D** measures of water intake, urine output, and water intake: urine output ratio in the hydrated state in SON (**B**), PVN (**C**), or both PVN + SON (**D**) knockdown animals. Water was then removed (WD) and food intake and urine parameters, volume, and osmolality, were recorded daily. End of study measures of plasma osmolality (**E**), plasma copeptin (**F**), plasma OXT (**G**) and pituitary stores of AVP (**H**), and pituitary stores of OXT (**I**) were performed. Values are means + SEM of n = 4–6 animals per group. ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001.

We performed plasma electrolyte and hormone analysis on samples collected at the end of the WD protocol. Knockdown of Creb3l1 only in the PVN + SON group resulted in increased plasma osmolality (Figure 7E; t = 4.03, p = 0.005). We used copeptin as a surrogate to measure AVP secretion as both peptides are secreted in equal amounts [49]. We found no differences in plasma copeptin in all experimental series (Figure 7F). Note that only 3 samples were measured for the PVN. Plasma OXT (Figure 7G) was decreased only in knockdown PVN + SON animals (t = 2.37, p = 0.045). The abundance of peptides in the pituitary gland at the end of experimentation provides a good metric for changes in peptide synthesis/secretion [12]. Pituitary AVP and OXT stores were depleted in SON (AVP: t = 2.46, p = 0.039; OXT: t = 3.73, p = 0.0047) and SON + PVN (AVP: t = 4.01 p = 0.01; OXT: t = 4.19, p = 0.013) knockdown animals (Figure 7H–I). Taken together, these physiological data establish Creb3l1 as key component that defines neuroendocrine cell secretory capabilities in the hypothalamus.

## 4 Discussion

We performed ChIP-seq to provide genome-wide identification of regions occupied by Creb3l1 in hypothalamic neuroendocrine cells. By integrating ChIP-seq with multiple RNA-seq transcriptome datasets we provide a comprehensive level of understanding about Creb3l1 and its global transcriptional regulatory pathways across systems and cell-types. Foremost, these analyses centred on the ability of this TF to coordinate core cellular processes with established outcomes that are fundamental to neuronal cell function and ultimately survival. This has resulted in the identification of a novel mechanism enacted by Creb3l1 that integrate into the UPR pathway to control translation. Through a series of hypothalamic knockdowns, we show that expression of Creb3l1 controls neuropeptide synthesis in the hypothalamus and thus metabolic homeostasis by coordinating hypothalamo-neurohypophysial system (HNS) outflows at multiple levels.

The identification of binding motifs for TFs is important to understand how genetic variation by mutation within a motif may impact upon gene regulation. Indeed, mutations in TFs and TF-binding sites have been found to underlie many diseases in humans [50]. Importantly Using *de novo* motif discovery tools, we identified several TF-DNA binding motifs for Creb3l1. This promiscuity of Creb3l1 for different DNA motifs tentatively suggests that this feature can steer this TF actions towards the regulation of specific cellular process, in particular the expression of ribosomal proteins. In addition to its recognised cognate binding site [51], we validated three novel motifs as DNA targets for regulation by Creb3l1. Interestingly, studies have shown that, similar to Creb3l1 [[52], [53], [54]], the high expression of Sp1 is associated with poor prognosis in many cancers [45]. Thus, there is the possibility that common gene sets are being controlled by both TFs in cancer.

A multiomics approach of integrating ChIP-seq data with transcriptomic datasets narrowed our focus to Creb3l1 target genes in Ribosome and ER pathways. A decrease in expression of ribosomal gene targets of Creb3l1 is interesting given the knowledge that WD adapts MCN morphology to promote protein synthesis [13]. A knockdown study in human glioma cells by Vellanki et al. suggests that a Creb3l1 instructs a gene network to regulate expression of proteins to alter cell morphology [55]. There is evidence that ribosomes regulate translation of mRNAs, rather than simply being effectors of translation. These are termed ‘specialised ribosomes’ and refer to ribosomes for the selective translation of subsets of mRNAs that shape key events in gene regulation [56]. Indeed, studies have reported differences in the composition of ribosomal proteins in situations of cellular stress [57]. Therefore, it is possible that the altered ribosome landscape in 10.13039/100004696WD may promote genes that support demands for neuropeptide synthesis and secretion. These findings are complemented by early histological observations of stimulated MCNs which have increased numbers of nucleoli [13]. As the job of the nucleolus is to produce ribosomes these data agree with changes to ribosome biogenesis in this model.

In an earlier study we showed that WD leads to “physiological ER stress” in SON MCNs [16]. It is known that BIP is a transcriptional target of Creb3l1 in the ER stress response [27,55]. The importance of UPR control mechanisms to MCN survival has been demonstrated in mice where the selective knockdown of BIP in AVP neurones results in their progressive cell death [58]. We found that Creb3l1 regulates BIP expression in AVP MCNs and have demonstrated the potential of this TF to service a much larger network of genes essential for ER homeostasis. All omics comparisons converged on Creb3l1's ability to influence the PERK signalling cascade. In humans, loss-of-function mutations of PERK are the cause of Wolcott-Rallison Syndrome, which include severe insulin deficiency and permanent diabetes mellitus [59]. PERK knockout mice have severe defects in secretory cell types involved in bone formation and pancreatic β cells with impaired insulin trafficking and cell survival [60]. We found that Creb3l1 is necessary to sustain PERK gene expression by interactions with the PERK gene promoter. This is not the first link between Creb3l1 and PERK signalling. In a study of breast cancer, it was suggested that Creb3l1 was a target of downstream effector ATF4 [52]. We suggest that Creb3l1 upgrades the “classic” UPR pathway to allow for normally unprecedented levels of protein synthesis by specialised cell populations including neurones. More broadly speaking, dysregulation of the UPR pathway, including PERK signalling, is a major pathogenic mechanism in neurodegeneration and Creb3l1's involvement presents a new target for manipulation of this pathway.

We have previously reported that Creb3l1 regulates the synthesis of *Avp* and *Oxt* in the SON [[17], [18], [19], [20], [21]] and extend these findings here to include *Cartpt* and *Pdyn*. This global response has similarities with studies of Creb3l1 in other secretory cell-types where the synthesis of secretory proteins and cell secretory capacity are reported to be controlled by this TF [23,24,26,43]. Indeed, we also found that *Avp*, *Oxt*, *Cartpt*, and *Pdyn* were altered in expression in the Creb3l1 knockdown PVN, suggesting that Creb3l1 controls a gene regulatory network that regulates the expression of neuropeptides in PVN. To our knowledge only a single TF, single-minded 1 (Sim1), has received such acclaim in the hypothalamus. Sim1 heterozygous mice have significantly less AVP and OXT, as well as several other neuropeptides [61], which though has been contested [62], may not be the result of neuronal loss [63]. 

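Sim1 had 55.3 ± 11.1 (SD, n = 5) TMM-normalised CPM in control SONs and 24.5 ± 8.10 (SD, n = 5) in Creb3l1 knockdown SONs. The log2 fold change was -1.18 (standard error 0.23, adjusted p = 0.0136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Sim1 was lower in 5 of 5 animals. It stayed past the threshold in 10 of the 10 fits that each left out 1 SON. The adjusted p ranged from 2.99e-05 with DESeq2 to 0.0711 with the animal as a block over the alternatives with all SONs.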

The expression of Sim1 is reduced in Creb3l1 knockdown RNA-seq data but further study is necessary to explain any relationship between these two TFs. Taken together, these data suggest that Creb3l1 drives the expression of secretory proteins and prepares the secretory pathway for increased protein load. This will help to mitigate problems with accumulation of misfolded proteins in the ER and maintain proteostasis to prevent cell death. Furthermore, Creb3l1 expression has also been described in additional neuroendocrine cell populations in hypothalamus including the suprachiasmatic nucleus and arcuate nucleus [17,64], suggesting that Creb3l1 may also regulate the expression of neuropeptide encoding genes in these nuclei. Thus, targeting of this TF may provide a new approach to regulate neuropeptide synthesis in neuronal cells.

The secretion of hormones from the HNS is crucial to maintain physiological homeostasis. The control of water intake via thirst and water output by regulating the release of AVP is crucial to maintain plasma osmolality. Animals with knockdown of Creb3l1 in the SON displayed classic signs of diabetes insipidus with increased fluid intake and the production of higher volumes of diluted urine (polyuria) compared to controls, likely due to insufficient release of AVP and OXT. We further identify a role for Creb3l1 in the PVN in the regulation of food consumption. The neuropeptide networks in the PVN are well-known to regulate food intake [65]. When administered directly into the PVN, AVP, OXT, and CART promote satiety [[66], [67], [68]]. Studies in mice have shown that activation of PVN AVP neurones by chemogenetic tools acutely inhibits food intake [69]. The literature regarding the role of PVN OXT neurones in food intake is far more expansive and at the same time conflicting [70]. The selective activation or inhibition of PVN OXT neurones has been shown not to alter feeding behaviour. However, the selective targeting of PVN OXT expression by lentiviral delivered shRNA was found to increase food intake in mice [71]. The apparent nature of Creb3l1 to universally control the synthesis and secretory mechanisms that govern neuropeptide release suggest that a collection of peptides may be responsible for the observed changes to ingestive behaviour. Thus, we establish Creb3l1 as a target for hypothalamic control of food intake.

## 5 Conclusions

In summary, we show that Creb3l1 creates a cellular environment for high levels of protein synthesis and secretion in neuroendocrine cells to meet physiological demands. One way this can be achieved is by direct modulation of the PERK signalling pathway to resist the accumulation of misfolded proteins to protect proteostasis. A second major process is through the regulation of ribosomal gene expression, a mechanism that may allow for the selective translation of subsets of mRNAs, specifically neuropeptide encoding genes in MCNs. The physiological data highlights Creb3l1 as a potential therapeutic target for hypothalamic control of food intake. With the recent advances in design strategies of targeting techniques this is now certainly becoming possible to target this TF [72]. The broad interest in these findings lies in Creb3l1's role is to control the UPR pathway foremost as Creb3l1 is being investigated as a target for cancer therapies [52]. This gene component may also explain the resilience of MCNs to neurodegenerative disease pathologies and ageing. The modulation of the PERK is one way of promoting neuroprotection and is a focus of new therapeutic strategies. Thus, we present Creb3l1 as new target for UPR modulation in disease.

## Author contributions

Conceptualization, MG., MPG., and DM.; Methodology, MG., MPG., AP., and DM.; Formal Analysis, MPG., BTG., and AP.; Investigation, MG., MPG., BTG., RF., and FA.; Writing – Original Draft, MPG; Writing – Review & Editing was performed by all authors; Funding Acquisition, DM., and VG.; Resources, FA. and VG; Data Curation, MPG., and BTG.

# Supplementary material for: Transcription factor Creb3l1 maintains proteostasis in neuroendocrine cells
**Source:** Mol Metab. 2022 Jul 6;63:101542. doi: 10.1016/j.molmet.2022.101542
**Supplement:** Multimedia component 1

**Supplemental Figures**

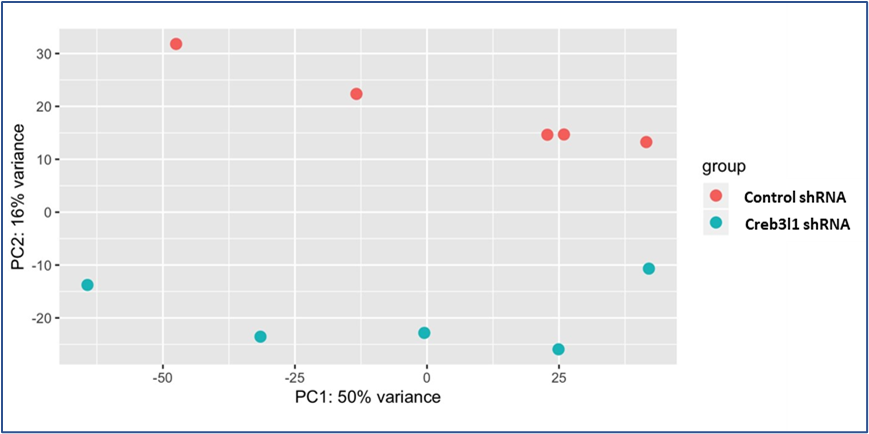

**Supplemental Fig. 1**. Principal component analysis showing distinct separation between control and Creb3l1 shRNA treated SONs.

**Supplemental Fig. 2**. **Knockdown of Creb3l1 in the PVN decreased the expression of neuropeptide hormone encoding genes.** Relative mRNA expression was investigated by qRT-PCR in the SON of euhydrated Creb3l1 knockdown rats. Animals were injected with control or knockdown virus unilaterally in the PVN. The success of viral injections was confirmed by GFP fluorescence in cryostat cut frozen sections. Knockdown of Creb3l1 significantly (t test) reduced Creb3l1 (t = 4.481, p = 0.007), *Avp* (t = 3.251, p = 0.02), *Pdyn* (t = 5.822, p = 0.007), and *Cartpt* (t = 5.197, p = 0.0013). Values are means +SEM of n = 4 - 5 animals per group. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

# Supplementary material for: Transcription factor Creb3l1 maintains proteostasis in neuroendocrine cells
**Source:** Mol Metab. 2022 Jul 6;63:101542. doi: 10.1016/j.molmet.2022.101542
**Supplement:** Multimedia component 1

| Gene | Forward primer | Reverse primer |
| --- | --- | --- |
| **qRT-PCR primers** | | |
| *Creb3l1* | GAGACCTGGCCAGAGGATAC | GTCAGTGAGCAAGAGAACGC |
| *Creb3l1* | GCCAACAGGACCCTGCTCCA | AGTGCCAGTCTGTGTGGCCG |
| *Hspa5* | TGGCACTATTGCTGGACTGA | CACATCGAAGGTTCCACCAC |
| *Eif2ak3* | CCTTAGCAAGCCAGAGGTGT | GGACTCCACAGTGAAAGGGA |
| *Eif2s1* | GGGAGTGGCTTGATTTGACC | ATGAAAACCGCAAGCCCAAT |
| *Atf4* | ATTCTTGCAGCCTCTTCCCT | TAAGCAGCAGAGTCAGGCTT |
| *Ddit3* | CTAGCTTGGCTGACTGAGGA | TGACTGGAATCTGGAGAGCG |
| *Ssr1* | CTCCGAGAAGGCTGCCC | CACAGACTGGACTGTTGCAC |
| *Ssr2* | TTAGCCGTCAGTCAAGCAGA | CTCCCTTCCACAGCGTATCT |
| *Ubqln4* | GTGAATACATGCAGGCTGGG | ACCAGTTGGAGCCATAACCA |
| *Avp* | TGCCTGCTACTTCCAGAACTGC | AGGGGAGACACTGTCTCAGCTC |
| *Oxt* | TGCCCCAGTCTTGCTTGCT | TCCAGGTCTAGCGCAGCCC |
| *Pdyn* | TGGATCGGCCATCCTATCAC | GCAGATCTCAAAGCCTGTGG |
| *Cartpt* | GCTGTGTTGCAGATTGAAGC | GGGACTTGGCCGTACTTCTT |
| *tGFP* | AACACCCGCATCGAGAAGTA | GTGCCCATCACCTTGAAGTC |
| *Gapdh* | ATGACTCTACCCACGGCAAG | CTGGAAGATGGTGATGGGTT |
| *Rpl19* | GCGTCTGCAGCCATGAGTA | TGGCATTGGCGATTTCGTTG |
| **Promoter primers** | | |
| *Eif2ak3_p* | CGGGGTACCAGGGGCATCCACTTACACCAA | CCGCTCGAGAGCCTTGTACAGACATCGCC |
| *Eif2s1_p* | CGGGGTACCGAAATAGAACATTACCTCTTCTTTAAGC | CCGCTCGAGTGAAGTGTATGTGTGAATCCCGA |
| *Atf4_p* | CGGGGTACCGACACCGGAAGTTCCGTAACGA | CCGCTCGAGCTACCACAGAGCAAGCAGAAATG |
| *Ddit3_p* | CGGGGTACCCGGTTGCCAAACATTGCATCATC | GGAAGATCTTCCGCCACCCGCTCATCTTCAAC |
| **Motif primers** | | |
| Motif 1 | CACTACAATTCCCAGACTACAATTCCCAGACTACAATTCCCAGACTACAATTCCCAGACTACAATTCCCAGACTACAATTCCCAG  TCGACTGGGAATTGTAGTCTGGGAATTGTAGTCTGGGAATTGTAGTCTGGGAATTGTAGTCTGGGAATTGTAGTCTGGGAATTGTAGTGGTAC | |
| Motif 2 | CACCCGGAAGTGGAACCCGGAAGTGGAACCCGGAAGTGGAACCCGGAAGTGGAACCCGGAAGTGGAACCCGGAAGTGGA  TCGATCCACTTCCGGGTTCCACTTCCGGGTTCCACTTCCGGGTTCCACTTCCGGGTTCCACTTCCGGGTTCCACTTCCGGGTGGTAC | |
| Motif 3 | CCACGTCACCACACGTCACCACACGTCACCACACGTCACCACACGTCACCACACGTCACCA  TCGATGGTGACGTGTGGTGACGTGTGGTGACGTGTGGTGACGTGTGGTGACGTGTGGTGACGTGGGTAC | |
| Motif 4 | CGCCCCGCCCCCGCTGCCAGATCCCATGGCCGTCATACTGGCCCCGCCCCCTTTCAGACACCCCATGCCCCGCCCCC  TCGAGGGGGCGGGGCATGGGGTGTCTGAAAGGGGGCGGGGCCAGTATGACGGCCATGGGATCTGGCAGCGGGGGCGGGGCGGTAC | |

**Primer table**

**Supplemental Table 1**. Oligonucleotides used in this study.

# Supplementary material for: Transcription factor Creb3l1 maintains proteostasis in neuroendocrine cells
**Source:** Mol Metab. 2022 Jul 6;63:101542. doi: 10.1016/j.molmet.2022.101542
**Supplement:** Multimedia component 1

| **Sample name** | **RNA integrity number (RIN)** |
| --- | --- |
| Con1 | 8.2 |
| Con2 | 8.2 |
| Con3 | 8.5 |
| Con4 | 9 |
| Con5 | 8.8 |
| KD1 | 8.4 |
| KD2 | 8.7 |
| KD3 | 8.6 |
| KD4 | 9 |
| KD5 | 8 |

**Supplemental Table 7**. RIN values for Creb3l1 Knockdown SON RNA-seq samples.

# Supplementary material for: Transcription factor Creb3l1 maintains proteostasis in neuroendocrine cells
**Source:** Mol Metab. 2022 Jul 6;63:101542. doi: 10.1016/j.molmet.2022.101542
**Supplement:** Multimedia component 1

|  | Antibodies | | | |
| --- | --- | --- | --- | --- |
| Antibody | | Dilution | Company | Cat No. |
| Rabbit polyclonal anti-CREB3L1 | | ChIP – 2 µg | Sigma-Aldrich | Cat No. HPA024069  RRID: AB_1854750 |
| Goat polyclonal anti-CREB3L1 | | 1:500 | R&D Systems | Cat No. AF4080  RRID: AB_2086044 |
| Goat polyclonal anti-CART | | 1:1000 | R&D Systems | Cat No. AF163  RRID: AB_2068569 |
| Mouse monoclonal anti-oxytocin-neurophysin, clone PS 38. | | 1:200 | Gifted by Professor Harold Gainer | Cat No. PS-38, RRID: AB_2315026 |
| Mouse monoclonal anti-vasopressin-neurophysin, clone PS 41. | | 1:200 | Gifted by Professor Harold Gainer | Cat No. PS41, RRID: AB_2313960 |
| Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 488 | | 1:500 | Thermo Fisher Scientific | Cat No. A32790, RRID: AB_2762833 |
| Donkey anti-Goat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 594. | | 1:500 | Thermo Fisher Scientific | Cat No. A32758, RRID: AB_2762828 |
| Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 594. | | 1:500 | Thermo Fisher Scientific | Cat No. A32754, RRID: AB_2762827 |
| Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647. | | 1:500 | Thermo Fisher Scientific | Cat No. A-31571, RRID: AB_162542 |

**Antibody table**

**Supplemental Table 3**. Details of antibodies used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

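RNA-seq counts of 10 SONs from 5 animals were analysed, 5 given control shRNA and 5 given Creb3l1 shRNA. The authors trimmed the reads at a phred quality cutoff, aligned them to the rat genome Rn6 with STAR, counted them per gene with featureCounts and deposited raw counts, whole numbers per gene and SON, without normalisation. How reads that map to several places were handled is not stated in the paper's text. The sample of each column was checked by dividing its counts by the normalised counts of Supplemental Table 8, which gave 1 constant over 1389 genes for the named sample (coefficient of variation 0.0%) and at least 10.1% variation for any other. No pair of replicates differed by less than the sampling noise, the lowest chi-square per degree of freedom being 29.1.

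The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr at its minimum count of 10, which left 16286 of the 24286 genes with at least 1 count, scaled with TMM factors between 0.956 and 1.07, and tested with the quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called past the threshold. Standard errors were obtained from the fold change and the F statistic. Values per SON are TMM-normalised CPM. Single genes were also compared with an exact two-sided permutation test over the 252 splits of the 10 SONs. These splits treat the SONs as independent, so the p-values do not account for the pairing within animals. Principal components used DESeq2's regularised log of the 500 most variable genes, the tool's default, because the paper gives no number. The total counts were at least 29020948 per SON, and a gene at or under 3 counts was treated as at the floor.

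The left and right SON of 1 animal form a pair, as the paper's methods describe. Whether pairs deviate together was checked by correlating, over 16286 genes, the deviations of both SONs from their group means. The correlations for the 5 animals were -0.12, 0.45, -0.44, -0.32 and -0.55, with a mean of -0.196, against a mean of 0.054 over the 20 left and right pairs from different animals. Deviations from a group mean cancel out within the group, which ties the second mean to the first. The value of 0.054 is therefore not a separate baseline. The fit without the animal followed the paper's methods, which give no pairing term, and the fit with the animal as a replicate block is given beside each result whose call it changed.

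On simulated counts with 200 changed genes, the edgeR test recovered 75.0% of them with 11 unchanged genes called out of 16161 genes tested, DESeq2 recovered 82.0% with 53 unchanged genes called, limma-voom 73.5%, the replicate block 65.5% and 1 surrogate variable 72.5%. All calls of changed genes had the right direction. The simulation drew each gene independently and had no animal effect.

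The alternatives were DESeq2 1.42.0, the replicate block, RLE factors, library size only, no filter on low counts, at least 10 counts in every sample, limma-voom (limma 3.58.1), 1 surrogate variable (sva 3.50.0), a threshold of 0.01 and leaving out each SON in turn. The combination of the replicate block with 1 surrogate variable was chosen after the effect of the block was seen.

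The main tests, the alternatives other than that combination and a rule for naming genes were fixed before the data were examined. The rule took the genes the paper names for the knockdown RNA-seq and the PERK pathway, and the 5 largest rises and 5 largest falls among the genes past the threshold with at least 1 CPM in a group and the same direction in all 5 animals, a condition that 1217 genes met. Calcb, Lhfpl5 and Dspp fall outside the rule and were named after their values were seen. Of the genes the paper names, those without an identifier in the part of Supplemental Table 8 used here were not analysed here. Planned tests of gene lists were not run where under 80% of a list had an identifier, since the named genes were also those with the smallest p adjusted values. This left out the KEGG target lists (34 of 310 genes named), the ER and Ribosome lists of the knockdown and of water deprivation (6 of 41, 1 of 44, 3 of 14 and 0 of 18), the heat map neuropeptide genes (2 of 5), the broader neuropeptide list (7 of 52) and the lists for magnocellular identity (0 of 6), neurons (1 of 8), GABA neurons (0 of 3), oligodendrocytes (1 of 11), astrocytes (0 of 8), microglia (0 of 11), endothelium (0 of 6), lymphocytes (0 of 6), interferon response (0 of 8) and ER chaperones (1 of 12). No genome was used here, so no coordinates are given.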

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

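Of 74 groups of 5 SONs tested, 1 for each named gene and treatment, 5 held a SON set apart from the other 4 by Dixon's criterion (critical value 0.71), and chance gives about 1 in 20. Each is given with its value in TMM-normalised CPM.

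Cartpt in the knockdown SON of replicate 3 was 26.2, against 6.57 to 11.2 in the other knockdown SONs. The call of Cartpt changed with this SON, its adjusted p in edgeR's quasi-likelihood test being 0.102 with all SONs and 0.00289 without it. Creb3l1 in the same SON was 8.69, below every control SON, and the library total of 30559019 was the median of its group, so neither a failed knockdown nor low depth is seen in these values. Pdyn and Sim1 were also highest in this SON among the knockdown SONs. Pdyn was 259 against 27.4 to 138, and Sim1 was 35.3 against 15.6 to 29.9. Neither was set apart by Dixon's criterion. A property of this SON that these genes share stays open, and no biological explanation was tested.

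Mgam in knockdown replicate 1 was 0.663, against 0.258 to 0.372 in the other knockdown SONs, all of them far below the control mean of 5.91. Gss in knockdown replicate 3 was 23.0, against 17.8 to 19.1. Bre in control replicate 4 was 26.0, against 30.2 to 31.9. Rps2 in knockdown replicate 4 was 0.541, against 0.965 to 1.14, and rests on 15 counts. Mgam, Gss and Bre stayed past the threshold in each of the 10 fits that left out 1 SON, and Rps2 in 4 of them. No explanation was tested for these 4 values.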

How the results depend on the processing

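With the animal as a replicate block, 9 genes were past the threshold against 1280 without it, and the common biological coefficient of variation was 0.304 against 0.282. Under the block 0 of the 198 ChIP-seq target genes were past the threshold (191 at an unadjusted p under 0.05), 0 of the ER targets (5), 0 of the Ribosome targets (1), 0 of the heat map neuropeptide genes (2), 1 of the named genes of the broader neuropeptide list and 7 of the 20 volcano plot genes. Creb3l1, Eif2ak3 and Sim1 kept their direction, at log2 fold changes of -1.21, -0.43 and -1.22, and were no longer past the threshold. Of 34 other named genes, 21 were no longer past the threshold under the block and 13 kept their side of it. DESeq2 moved 6 of the 34 past the threshold, 1 surrogate variable 5, library size only 1, limma-voom 1 and the combined alternative 4. On simulated counts the block recovered 131 of 200 changed genes against 150 without it. The simulation had no animal effect and drew each gene independently, so it does not show what the block costs in these data. In 59 other pairings of the same control and knockdown SONs, with as many residual degrees of freedom, the block gave from 0 to 3292 genes with a median of 304, and 11 of them gave 9 genes or fewer. The count under the block thus depends on which SONs are paired, and the real pairing is not set apart from the others by its low count.

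The counts for the ER, Ribosome and neuropeptide lists cover their named genes only and are minimums. DESeq2 gave 2188 genes past the threshold, 6 ER targets, 2 heat map neuropeptide genes and 7 of the broader neuropeptide list. Its list counts were fixed, because genes were named from the paper's own DESeq2 calls. With 1 surrogate variable the counts were 3602 genes, 5 ER targets, 2 heat map neuropeptide genes and 7 of the broader list. The replicate block with 1 surrogate variable, chosen after the data were seen, gave 2910 genes, 4 ER targets, 2 heat map neuropeptide genes and 7 of the broader list. Library size only gave 2 ER targets and 5 genes of the broader list, and limma-voom 2 heat map neuropeptide genes and 5 of the broader list, against 1 ER target, 1 heat map neuropeptide gene and 2 of the broader list in edgeR with TMM. At an adjusted p under 0.01, 308 genes were left. The cause was not tested for these changes. With library size only, 23.6% of the genes past the threshold were higher in knockdown, against 42.8% with TMM. No named gene reversed its direction in an alternative that tested it. With at least 10 counts in every sample, Mgam, Svopl, Cdk15, Scnn1g, SNORA48, LOC687707 and ENSRNOG00000058555 were not tested.

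The second principal component separated the groups at an adjusted p of 0.0159 on the log2 TMM scale and with all genes tested, against 0.968 for the 500 genes of the regularised log. Leaving out each SON in turn was done only for the 500 genes of the regularised log. Across these 10 fits the adjusted p went from 0.333 to 0.976, so none separated the groups on the first or second component. The settings that separated the groups with all SONs were not tested in this way.

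Leaving out 1 SON gave from 519 genes (without knockdown replicate 1) to 1699 genes (without knockdown replicate 3), and the count also moved by over 1.5 times without control replicate 2 (817), 3 (558) or 5 (613) and without knockdown replicate 2 (614) or 4 (834). The ChIP-seq targets went from 50 (without knockdown replicate 1) to 141 (without knockdown replicate 3), with 79, 55 and 56 without control replicates 2, 3 and 5 and 54 and 86 without knockdown replicates 2 and 4. The other lists changed with these SONs too: the ER targets went from 1 to 2 (without control replicate 1 or knockdown replicate 3 or 4), the Ribosome targets from 0 (without control replicate 2, 3 or 5 or knockdown replicate 1, 2 or 5) to 1, and the heat map neuropeptide genes from 0 to 2 and the broader list from 1 to 6, both highest without knockdown replicate 3. Creb3l1, Eif2ak3, Sim1 and the 20 volcano plot genes stayed past the threshold in each of these fits.

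The gene set tests (camera, with an estimated correlation, fry and the block) and the test of the KEGG lists, with its threshold of 0.1, were not run, because too few genes of the lists had an identifier.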

Differences from the paper's values

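The paper reports 2118 differentially expressed genes, and edgeR gave 1280. With DESeq2, the paper's tool, the count was 2188, with library size only 1480 and without knockdown replicate 3 1699, each within 1.5 times of the paper's; the other alternatives set before the data were examined were not. The paper reports 1230 downregulated genes against 732 here. DESeq2 (1270), library size only (1131), 1 surrogate variable (1807) and leaving out knockdown replicate 3 (1103) came within 1.5 times, and the others did not. The paper reports 884 upregulated genes against 548 here, and DESeq2 (918) and leaving out knockdown replicate 3 (596) came within 1.5 times. The paper's 1230 and 884 genes do not add up to its 2118.

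The paper reports 210 differentially expressed ChIP-seq target genes, of which 198 could be linked to the counts, and 134 were past the threshold here. DESeq2 (198), 1 surrogate variable (192) and leaving out knockdown replicate 3 (141) came within 1.5 times. The DESeq2 count was fixed by the naming of genes, so it does not show whether the tool explains the difference.

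The paper reports an overlap of 17% with Protein Processing in ER, against 2.4% of the 41 listed targets here. DESeq2 (14.6%) and 1 surrogate variable (12.2%) came within 1.5 times, and the others did not. The DESeq2 value was fixed, because every named target came from the paper's own DESeq2 calls. It therefore does not show whether the tool explains the difference. Because 6 of the 41 ER targets and 1 of the 44 Ribosome targets could be named, these percentages and those for Ribosome are minimums under every setting. The paper reports 1% for Ribosome, against 2.3% of the 44 listed targets here, which is 1 gene, Rps2, the Ribosome gene that Figure 5E also shows. The called gene is therefore the same. With 1 of the 44 Ribosome targets named, a setting could give only 0% or 2.3%. Neither is within 1.5 times of the paper's 1%, so the alternatives cannot show whether the processing explains this difference.

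The paper states that principal components separate the groups. The 500 genes of the regularised log did not separate them on either component (exact permutation test, adjusted p = 0.968 for both). All genes tested and the log2 TMM scale did on the second component (exact permutation test, adjusted p = 0.0159). The paper's plot gives 50% of the variance to the first component and 16% to the second. All genes tested came closest, with 57.2% and 16.3%. The 500 genes of the regularised log gave 70.1% and 11.1%, and the log2 TMM scale 66.5% and 9.6%. Figure 5E shows Ubqln4, Hspa5, Canx, Ssr2 and Sec24c, and Figure 6A shows Cartpt, as changed. None of these 6 genes was past the threshold in edgeR, and DESeq2 called all 6. DESeq2 had to call them, because they were named from the paper's own DESeq2 calls. With 1 surrogate variable the genes past the threshold included Ubqln4, Hspa5, Ssr2, Sec24c and Cartpt, limma-voom called Cartpt, and library size only called Ubqln4. Leaving out knockdown replicate 3 called Sec24c and Cartpt, leaving out knockdown replicate 4 called Ubqln4 and leaving out control replicate 1 called Ssr2. The replicate block with 1 surrogate variable, chosen after seeing the values, called Hspa5, Ssr2, Sec24c and Cartpt.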

Other observations

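The tests of the animal, of an exchange of labels and of other pairings were chosen only after the result was seen, the scores of the first component and the library totals had been seen before their correlation was computed, and the absence of Dspp in knockdown SONs had been noticed in the paper's table before such genes were counted.

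In 1 of 100 splits of the 10 SONs, the real one, 1280 genes or more were past the threshold. Of the other 99, 97 gave 0 genes, which argues against a random grouping as the source of the count. The largest other count, 1222 genes, came from the split with control replicate 1 and knockdown replicate 3 exchanged, and it shared 147 genes with the real one. Creb3l1 in control replicate 1 was 20.3 CPM, above the highest knockdown SON (16.7), and in knockdown replicate 3 it was 8.69, below every control SON, which argues against mislabelled samples. Among the 16 splits that part the SONs of all 5 animals, 14 of the 15 others gave 0 genes and 1 gave 868. With 1 surrogate variable that same split gave 2179 genes, and the other 14 again gave 0. A surrogate variable can therefore give a large count without the treatment, which bears on the 3602 genes of the real split. This was seen in 1 of the 15 splits only, the one that already gave 868 genes without the surrogate variable. With the block these 15 splits gave at most 1 gene. They differ from the real one in exchanging the treatment within some animals.

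With the block, 11 of 59 other pairings of the SONs gave as few genes as the real pairing or fewer and 48 gave more. The real count lies within the spread of pairings with as many residual degrees of freedom, so this comparison does not settle what lowers it.

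With every library thinned to the smallest total, 1208 of the 1280 genes stayed past the threshold, which argues against depth. The side of the brain cannot be told apart from the treatment, because 0 right SONs were given control shRNA.

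The first principal component held 70.1% of the variance, spread within both groups. The correlation of same-animal deviations had a mean of -0.196 but ran from -0.55 to 0.45. It covers all genes tested and not this component, so it does not decide whether the animal is the source. The control and knockdown scores had opposite signs in replicates 3 (-7 and 16.81), 4 (17.26 and -11.12) and 5 (10.33 and -29.15). They had the same sign in replicates 1 (-17.5 and -0.03) and 2 (8.25 and 12.16). The first component thus does not follow the animal alone in replicates 3, 4 and 5. Over the 10 SONs its scores had a Pearson correlation of 0.57 with the RIN value of the paper's supplement (permutation p = 0.088, adjusted p = 0.32 over 4 measures, Spearman's rho 0.59, permutation p = 0.082), and without the 2 SONs farthest from the median RIN it was 0.16 or 0.68, depending on which of 2 SONs with the same RIN was left out. With the share of counts in the 10 most abundant genes it was 0.48 (permutation p = 0.16, adjusted p = 0.32, rho 0.45, permutation p = 0.19), and 0.15 without the 2 SONs farthest from its median. With the library total it was 0.39 (permutation p = 0.27, adjusted p = 0.36, rho 0.41, permutation p = 0.25), and 0.49 without the 2 SONs farthest from its median. With the number of genes detected it was 0.08 (permutation p = 0.83, adjusted p = 0.83, rho 0.04, permutation p = 0.92), and -0.27 without the 2 SONs farthest from its median. RNA integrity, abundant genes and depth stay open at this number of SONs. A difference in the tissue taken with each SON was not tested, because the lists of cell type genes had too few named members.

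If Creb3l1 activates the genes it binds, its targets would fall more often than other genes on knockdown. Of the 134 targets past the threshold, 57.5% were lower, against 57.2% of the other genes past it (two-sided Fisher's exact test, p = 1). With the 12 targets without an identifier all counted as lower the p was 0.374, and with all counted as higher 0.25. No difference was detected, and the list was chosen by the study on these samples.

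Dspp, chosen after its values were seen, was the 1 gene with at most 3 counts in every SON of one group and at least 20 in every SON of the other. It had 21 to 40 counts in the control SONs and 0 in each knockdown SON. In 1 of 100 splits, the real one, such a gene was found. Creb3l1 itself stayed at 44.6% of control, so Dspp and Mgam, at 6.5% of control, fell further than the targeted gene. The source of this difference was not tested.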
